# Sphingolipid metabolism orchestrates establishment of the hair follicle stem cell compartment

**DOI:** 10.1083/jcb.202403083

**Published:** 2025-01-29

**Authors:** Franziska Peters, Windie Höfs, Hunki Lee, Susanne Brodesser, Kai Kruse, Hannes C.A. Drexler, Jiali Hu, Verena K. Raker, Dominika Lukas, Esther von Stebut, Martin Krönke, Carien M. Niessen, Sara A. Wickström

## Abstract

Sphingolipids serve as building blocks of membranes to ensure subcellular compartmentalization and facilitate intercellular communication. How cell type–specific lipid compositions are achieved and what is their functional significance in tissue morphogenesis and maintenance has remained unclear. Here, we identify a stem cell–specific role for ceramide synthase 4 (CerS4) in orchestrating fate decisions in skin epidermis. Deletion of CerS4 prevents the proper development of the adult hair follicle bulge stem cell (HFSC) compartment due to altered differentiation trajectories. Mechanistically, HFSC differentiation defects arise from an imbalance of key ceramides and their derivate sphingolipids, resulting in hyperactivation of noncanonical Wnt signaling. This impaired HFSC compartment establishment leads to disruption of hair follicle architecture and skin barrier function, ultimately triggering a T helper cell 2–dominated immune infiltration resembling human atopic dermatitis. This work uncovers a fundamental role for a cell state–specific sphingolipid profile in stem cell homeostasis and in maintaining an intact skin barrier.

## Introduction

The skin epidermis is a life-essential bidirectional barrier that protects animals from extrinsic insults, including pathogens, toxins, and irradiation, while preventing water loss from inside the body. Disruption of the barrier leads to a strong innate immune reaction, and when unrepaired, leads to chronic inflammatory skin diseases such as atopic dermatitis (AD) (Eyerich et al., 2015; Paternoster et al., 2015; Weidinger and Novak, 2016).

Given their function as a first line of defense, skin keratinocytes sustain constant damage, and to maintain tissue integrity, these damaged cells are removed via terminal differentiation and subsequent tissue turnover rather than apoptosis (Kato et al., 2021). This homeostatic self-renewal process is driven by stem cells (Tumbar et al., 2004; Blanpain and Fuchs, 2009, Schneider et al., 2009; Blanpain and Fuchs, 2014, Hsu et al., 2014; Gonzales and Fuchs, 2017, Chacón-Martínez et al., 2018). The epidermis contains multiple stem cell populations that are required for compartment-specific tissue maintenance and repair. While the basal epidermal stem cells drive self-renewal of the interfollicular epidermis (IFE), the hair follicle and sebaceous glands (SGs) are maintained by distinct stem cells, the hair follicle stem cells (HFSCs) residing within the bulge stem cell niche (Hsu et al., 2011; Blanpain and Fuchs, 2014, Chacón-Martínez et al., 2017; Geueke and Niemann, 2021). While the key role of the bulge HFSCs in maintaining the renewal of the hair follicle and the hair shaft itself is well established, how this adult stem cell compartment becomes established during postnatal development is less clear.

The capacity of stem cells to self-renew or differentiate can be attributed to distinct metabolic states. Emerging evidence suggests that lipid metabolism plays a fundamental role in stem cell homeostasis (van Gastel et al., 2020), but the mechanisms are unclear. Ceramides, synthesized by ceramide synthases (CerS), are the essential building blocks of all cellular membranes and can also serve as signaling molecules. Ceramides have been implicated in regulating the balance between self-renewal and differentiation of neuronal stem cells, influencing signaling pathways that control cell fate decisions (Bieberich et al., 2003; Wang et al., 2008; He et al., 2014). CerS2–6 are expressed in mammalian skin (Levy and Futerman, 2010). CerS3 is essential for the formation of the functional epidermal barrier through the synthesis of extracellular ω-hydroxylated ultra-long-chain ceramides, crucial components of the outermost layer of the skin, the stratum corneum (Jennemann et al., 2012; Eckl et al., 2013; Radner et al., 2013). CerS4 has been shown to regulate SG homeostasis, hair follicle cycling, and homeostatic epidermal barrier function (Ebel et al., 2014; Peters et al., 2015, 2020). CerS4 has the highest substrate specificity toward long-chain ceramides, Cer18:0–22:0, key molecules in intracellular sphingolipid metabolism and essential building blocks of all cellular membranes (Tidhar et al., 2018). However, how CerS4 regulates epidermal homeostasis and HFSC dynamics have remained unclear.

Here, we show that CerS4 is crucial for sphingolipid metabolism required to guide stem cell lineage progression toward the establishment of the adult HFSC compartment. Deleting CerS4 in epidermal stem cells leads to defective establishment of the HFSC state, and these cells are inappropriately routed into upper hair follicle (uHF) and inner bulge (IB) fates due to aberrant noncanonical Wnt signaling. As a result, hair follicle architecture and barrier function are disrupted, leading ultimately to a T helper type 2 (Th2) cell immune dominance with resemblance to AD. Collectively, these data demonstrate a central role for lipid metabolism in tuning signaling required for stem cell fate regulation and the essential role of the HFSCs in maintaining the skin barrier.

## Results

### CerS4 is required for the establishment of the HFSC compartment

Our previous work has identified a central role for CerS4 in hair follicle cycling (Ebel et al., 2014; Peters et al., 2015, 2020). To investigate the role of sphingolipid metabolism in controlling HFSC behavior and to understand if HFSC intrinsic alterations in sphingolipid metabolism are associated with skin barrier disease, we carried out detailed analysis of the epidermis in mice where CerS4 was deleted in all epidermal stem cell compartments and their differentiated progeny using keratin-14-Cre (Hafner et al., 2004; Peters et al., 2015) (from here on CerS4^epi−/−^). Histological analyses in early postnatal mice revealed no obvious differences in the morphology of the IFE (Fig. S1 A), but the pilosebaceous unit of these adolescent CerS4^epi−/−^ mice showed first abnormalities at the first hair follicle catagen phase at postnatal day (P)16, with a delayed entry into catagen (Fig. 1 A and Fig. S1 A). This delay was associated with aberrant expression of cell fate regulators such the transcription factor Lhx2 that is essential for maintaining HFSC quiescence and ensuring linage stability (Folgueras et al., 2013). Lhx2 showed reduced expression in the hair follicle, whereas keratin-6, a marker for the companion layer and epidermal stress, was upregulated in the basal layer of the hair follicle (Fig. S1, B and C). Despite the delay in the catagen regression phase, both control and CerS4^epi−/−^ hair follicles reached the telogen-resting phase at P19, but structural abnormalities, including increased size of SGs persisted (Fig. 1 A).

**Figure S1.**
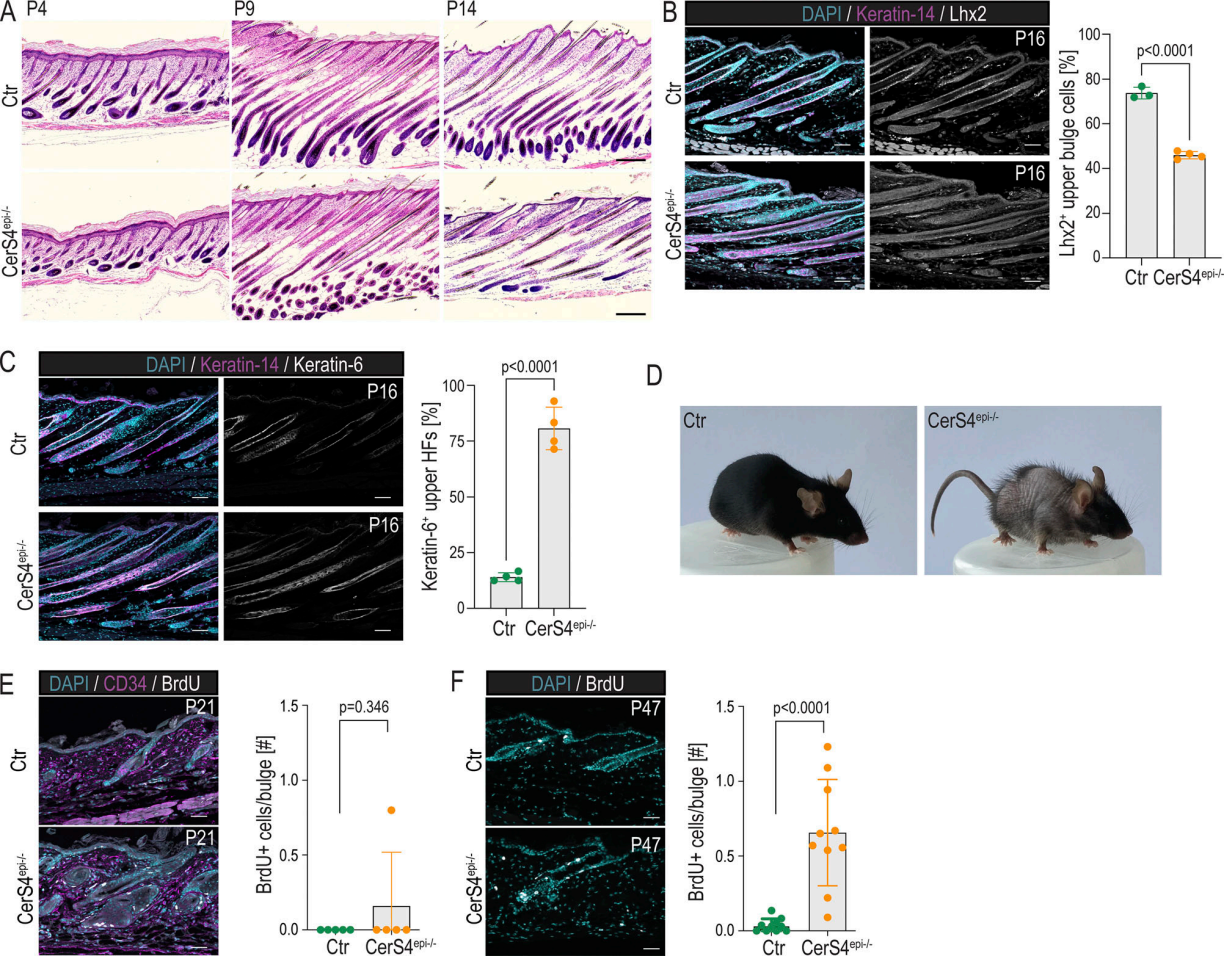
**Analyses of skin phenotype in epidermis-specific CerS4 knockout mice. (A)** Representative images and quantification of hair follicle stage of H/E-stained back skin sections of control (Ctr) and CerS4^epi−/−^ back skin at P4, 9, and 14 (scale bars 100 µm; *n* = 4–6 mice/genotype). **(B)** Representative images and quantification of P16 back skin sections stained for Lhx2 (grey) and keratin-14 (magenta) show reduced expression of Lhx2 in bulge stem cells (scale bars 50 µm; *n* = 3–4 mice/genotype; mean ± SD; unpaired *t* test). **(C)** Representative images and quantification of P16 Ctr and CerS4^epi−/−^ back skin sections stained for keratin-6 (grey), keratin-14 (magenta) show ectopic keratin-6 expression in the uHF of CerS4^epi−/−^ mice (scale bars 25 µm; *n* = 4 mice/genotype; mean ± SD; unpaired *t* test). **(D)** Representative photographs of adult Ctr and CerS4^epi−/−^ littermates show hair loss in CerS4^epi−/−^ mice. **(E)** Quantification of P21 Ctr and CerS4^epi−/−^ back skin sections with BrdU labeling and CD34 staining to mark the bulge stem cell compartment (scale bars 25 µm; *n* = 5 mice/genotype; mean ± SD; unpaired *t* test). **(F)** Quantification of P47 Ctr and CerS4^epi−/−^ back skin sections labeled with BrdU show increased BrdU incorporation in CerS4^epi−/−^ stem cells (scale bars 25 µm; *n* = 10 mice/genotype; mean ± SD; unpaired *t* test).

**Figure 1.**
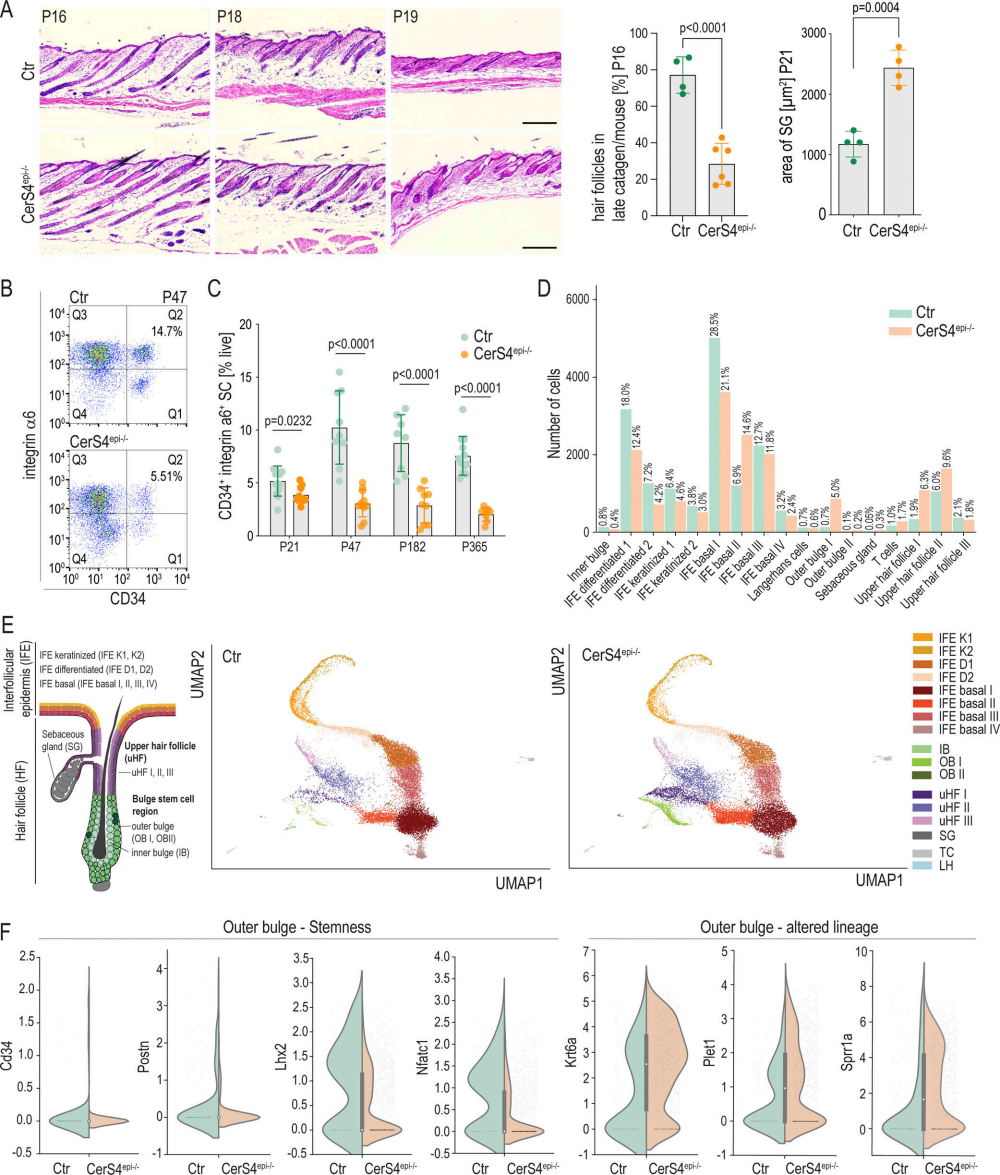
**CerS4 is required for the establishment of the HFSC compartment. (A)** Representative images and quantification of hair follicle stage of H/E-stained back skin sections of control (Ctr) and CerS4^epi−/−^ back skin at P16, 18, and 19 showing a developmental delay in hair follicle morphogenesis and enlarged SGs (scale bars 100 µm; *n* = 4–6 mice/genotype; unpaired *t* test). **(B)** Representative FACS plots of P47 murine epidermal cells stained for CD34 and integrin α6. **(C)** FACS-mediated quantification of CD34^+^ integrin α6^+^ HFSCs at P21 (*n* = 13 Ctr, 9 CerS4^epi−/−^ mice), P47 (*n* = 9 Ctr, 11 CerS4^epi−/−^ mice), P128 (*n* = 8 Ctr, 9 CerS4^epi−/−^ mice), and P365 (*n* = 12 Ctr, 8 CerS4^epi−/−^ mice). Note progressive loss of stem cells in CerS4^epi−/−^ mice (mean ± SD; unpaired *t* test). **(D)** Cell counts of cell clusters determined by scRNAseq. **(E)** Schematic illustration of the IFE and the pilosebacous unit containing the SG and the hair follicle and its bulge stem cell compartment. Keratin-14-Cre is expressed in basal cells throughout the tissue, allowing keratin-14-Cre–mediated deletion of CerS4 (CerS4^epi−/−^) in all stem cell compartments. Schematic and UMAP projections of cells identified using scRNAseq. Note comparable presence of all epidermal cell states but increased OB population in CerS4^epi−/−^ mice (*n* = 2 mice/genotype, pooled). **(F)** Gene expression of indicated stem and progenitor cell marker genes in the OB stem cell compartment in Ctr and CerS4^epi−/−^ skin. IFE = interfollucular epidermis, IB = inner bulge, OB = outer bulge, uHF = upper hair follicle, SG = sebaceous gland, TC = T cells, LH = Langerhans cells.

To understand if these structural abnormalities of the pilosebaceous unit were associated with defects in the HFSC compartment, we quantified levels of CD34^+^ integrin-α6^+^ HFSCs from P21, P47, 6-mo, and 1-year-old control and CerS4^epi−/−^ mice (Fig. 1 B). Interestingly, CerS4^epi−/−^ mice showed reduced HFSC numbers already at P21 during postnatal hair morphogenesis when the HFSC compartment is becoming established (Fig. 1 C), and this reduction became even more prominent over time, coinciding with the previously reported progressive hair loss phenotype (Fig. 1 C and Fig. S1 D) (Peters et al., 2020). Consistent with the morphological defects and progressive stem cell loss, analyses of quiescence of bulge cells using in vivo BrdU incorporation revealed no strong alterations at P21 but loss of quiescence in the next telogen phase at P47 (Fig. S1, E and F), consistent with previous observations (Peters et al., 2015).

To understand the role of CerS4 in the establishment of the HFSC compartment and in epidermal homeostasis more broadly, we isolated dorsal epidermis from P19 control and CerS4^epi−/−^ mice when both mice had reached telogen and generated single-cell transcriptome libraries (single-cell RNA sequencing [scRNAseq]; BD Rhapsody). 

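The processed files hold 1 set of counts for each mouse. The 2 control mice have the floxed CerS4 gene and no Cre. In the 2 CerS4 epi-/- mice, Cre under the keratin-14 promoter deletes it in the epidermis. All 4 were females at postnatal day 19. BD Rhapsody captures single cells in microwells and marks each transcript with a unique molecular identifier (UMI). The authors mapped the reads with STARsolo to GRCm39 and deposited, for each mouse, estimated counts of UMIs for each gene and each possible barcode. Cells were not selected, and reads that map to several genes were shared between them by expectation maximization. The total was 42619084 and 48497481 counts in the control mice and 53106317 and 39231945 counts in the CerS4 epi-/- mice. Between 4.55% and 4.81% of the entries were not whole, and sums were rounded to whole counts before any test. The study's own filters were applied, at least 1200 counts and at most 20% mitochondrial counts per barcode. Cells were normalized with scran, the mice were joined with Harmony, a method that aligns shared cell states between samples, and cells were grouped by Leiden clustering at resolution 0.8. The genes the study names, the ligand and receptor genes it shows and their paralogues were kept out of the clustering, while the other genes of Table S2 and the other members of the gene sets tested were not. Genotypes were compared with the mouse as the replicate: counts were summed over the cells of a class in each mouse, scaled by TMM factors and tested with edgeR. With 2 mice per genotype, an exact two-sided permutation test cannot give a p below 0.333.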

Two mice/genotype were processed and sequenced. After individual quality control and analyses of all mice separately, replicates were merged and analyzed together (17,577 control cells/17,096 CerS4^epi−/−^ cells) to capture all cell populations. 

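The filters left 8480 and 9086 cells in the control mice and 9017 and 7567 cells in the CerS4 epi-/- mice. Doublet prediction with Scrublet marked 1 cell of all these, under 0.5% of the cells, so the prediction did not work and doublets have to be taken as present. The mitochondrial limit removed 68 and 91 barcodes from the control mice and 363 and 316 from the CerS4 epi-/- mice. The cells kept had medians of 3322 and 3266 counts per cell in control and 3884 and 3348 in CerS4 epi-/- mice. The median number of genes detected per cell was 1590 and 1556 in control and 1710 and 1549 in CerS4 epi-/- mice. A mitochondrial limit of 10% would have left 12340 control cells and 8620 CerS4 epi-/- cells.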

Cell types and states were identified based on cluster-specific gene expression and annotated based on previously published marker gene profiles (Joost et al., 2016). 

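Of the 34149 cells kept, 28049 (82.1%) fell into 8 clusters named by interfollicular epidermis (IFE) markers, 4 of them IFE basal-like with 17677 cells, 2 IFE differentiated-like with 7455 and 2 IFE keratinized-like with 2917. The names rest on lists of marker genes written from general knowledge. IFE-like cells made up 87.3% ± 3.44 (SD, n = 2 mice) of the cells of control mice and 76.5% ± 1.78 (SD, n = 2) of those of CerS4 epi-/- mice. The difference, a log2 ratio of -0.19, was not past the threshold (adjusted p = 0.509, edgeR's quasi-likelihood test on cell numbers).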

Our analyses revealed that the majority of the cells derived from the IFE. The IFE was divided in basal cells (IFE basal I–IV), differentiated (IFE D I–II), and keratinized (IFE K I–II) clusters. Furthermore, all major subsets of the hair follicle were detected and clustered. 

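Among the 16 clusters, 4181 cells were upper hair follicle-like, 188 inner bulge-like and 75 sebaceous gland-like, while 454 were T cell-like and 212 Langerhans cell-like. A cluster of 546 cells, 94 from control and 452 from CerS4 epi-/- mice, was outer bulge-like by its mean over the fixed outer bulge markers, of which 6 were detected. None of those markers was among its 10 leading genes, which were Krt6a, Gpx2, Cald1, Rflnb, Shisa2, Pdzrn3, Lhx2, Aldh1a2, Cmah and Cyp1b1; Krt6a and Lhx2 had been kept out of the clustering. Of these, Krt6a belongs to the IB set and Lhx2 to the OB set tested here. Krt6a, Gpx2, Pdzrn3 and Lhx2 are also among the 100 uHF genes derived from the control mice, a further set tested here. Whether a cluster was named outer bulge-like depended on the random seed of the Leiden algorithm and on the naming rule, by which the outer bulge list had to lead and no other class to have more markers among the 10 leading genes. At resolution 0.8, the seed used here was the 1 of 10 seeds that gave a cluster with this name. At resolution 0.6 it was 0 of 10, at resolution 1.0 it was 2 of 10, and none of 7 other clusterings and filters gave one. By the lead of the outer bulge list alone, 3 of 10 seeds at resolution 0.8, 5 of 10 at 0.6, 3 of 10 at 1.0 and 2 of the 7 others would have given one, a count made after the results had been seen. Between 87.0% and 100% of the 546 cells stayed in 1 cluster under each of these seeds, in clusters of 545 to 2354 cells that often held upper hair follicle-like cells too. Of the 546 cells, 134 held at most 10% mitochondrial counts, 40 of the 94 from control and 94 of the 452 from CerS4 epi-/- mice, against 2910 of the 4181 upper hair follicle-like cells. A further cluster of 444 cells stayed unnamed because of a limit on the naming score that was set after the clusters had been seen; it held 1.25% of control and 1.37% of CerS4 epi-/- cells.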

We detected two outer bulge (OB) stem cell compartments (OB I–II), the IB, and the uHF (uHF I–III), as well as sebocytes (SG). Further, Langerhans cells (LH) and T cells (TC) formed the two non-epidermal clusters (Fig. 1 E). Importantly, these hair follicle populations showed alterations upon loss of CerS4, characterized by a striking expansion of the OB stem cell (OB I), the uHF (uHF I–II), and SG populations in CerS4^epi−/−^ skin (Fig. 1, D and E; and Fig. S2 A).

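Most genes that lead the outer bulge-like and the upper hair follicle-like clusters differed between the genotypes themselves, 6 of 10 and 14 of 19, so the sizes of these clusters cannot be compared directly. The cells were therefore clustered again without the 1705 genes called in either class, a choice made after seeing the data. The cluster then named outer bulge-like was wider, with 2804 cells including 438 of the 546, and of the naming markers had 1 of the outer bulge (Sox9) and 1 of the inner bulge (Timp3) among its 10 leading genes. It was led by Krt6a, a gene of the IB set and of the derived uHF genes tested here, and Fst of the OB set was also among the 10. The cluster held 6.10% and 4.42% of the cells of the control mice and 10.7% and 12.2% of those of the CerS4 epi-/- mice, means of 5.26% ± 1.18 and 11.4% ± 1.10 (SD, n = 2 mice each) and a log2 ratio of 1.12. Upper hair follicle-like cells made up 9.12% and 6.50% in control and 11.5% and 12.1% in CerS4 epi-/- mice, a log2 ratio of 0.59. For sebaceous gland-like cells the shares were 0.142% and 0.132% in control, from 12 cells in each mouse, and 0.299% and 0.436% in CerS4 epi-/- mice, from 27 and 33 cells, a log2 ratio of 1.43. For all 3, both CerS4 epi-/- mice lay above both control mice (exact two-sided permutation test, p = 0.333, the smallest that 2 mice against 2 allow). No cluster was inner bulge-like in this clustering.

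**Figure D1:**
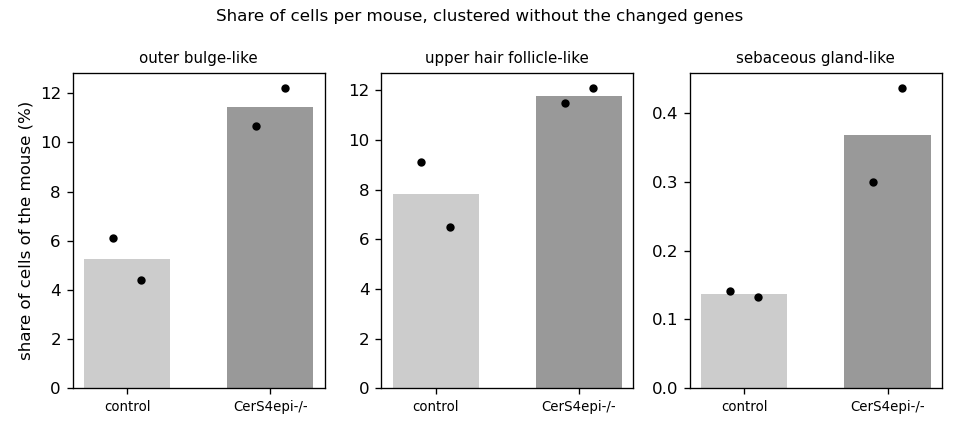
Share of the cells of each mouse (%, y axis) in the outer bulge-like, upper hair follicle-like and sebaceous gland-like clusters of control and CerS4 epi-/- mice, clustered without the changed genes; bars are means of 2 mice and points are single mice. In each panel both CerS4 epi-/- mice lie above both control mice; the smallest share is 0.132% in the sebaceous gland-like cells of a control mouse.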

**Figure S2.**
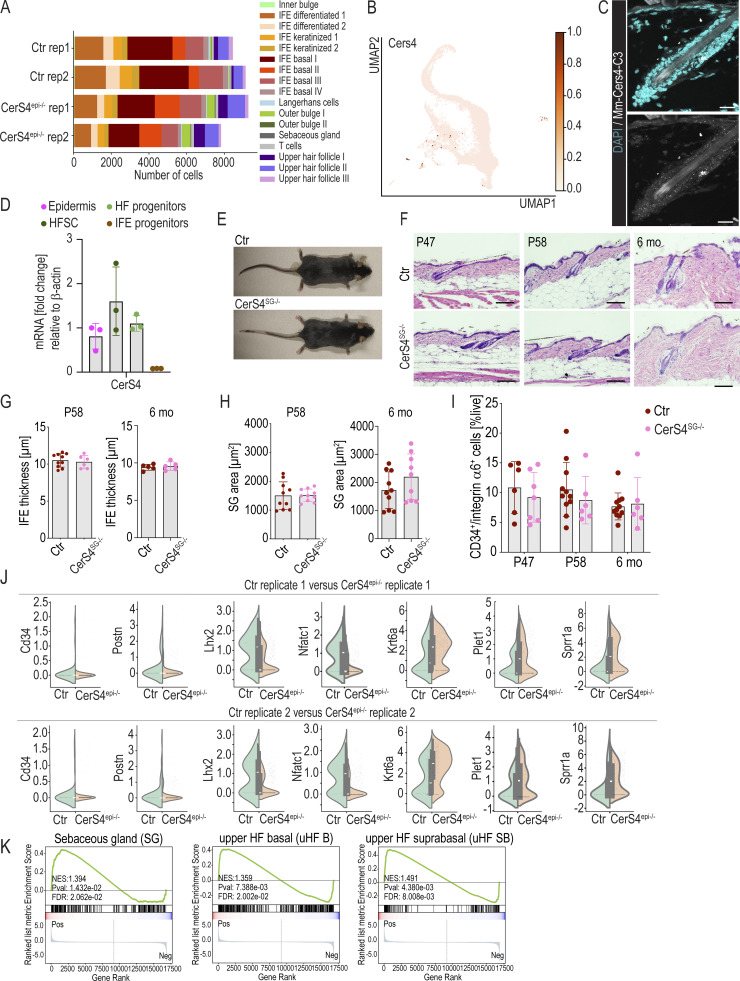
**Single cell RNA sequencing analyses in epdermis-specofof CerS4 knockout and characterization of sebaceous gland-specifc CerS4 knockout mice. (A)** Cell counts of cell clusters determined by scRNAseq in two control (Ctr) and two CerS4^epi−/−^ mice in a replicate resolved resolution. **(B)** UMAP projection of CerS4-expressing cells in scRNAseq data of control mice. **(C)** In situ hybridization of CerS4 mRNA expression in back skin sections of control mice. Scale bars 20 µm. **(D)** RT-qPCR analysis of control FACS-sorted HFSCs, HF progenitors, and IFE progenitor cells and total epidermis (*n* = 3 mice). **(E)** Macroscopic images of Ctr and CerS4^SCD3+/−^ mice. **(F)** H/E-stained back skin sections of Ctr and CerS4^SG−/−^ back skin at P47, P58, and 6 mo. Scale bars 100 µm. **(G)** Quantification of the thickness of the IFE at P58 (*n* = 10 control, 6 CerS4^SG−/−^ mice) and 6 mo (*n* = 5 mice/genotype) from back skin sections. **(H)** Quantification of the size of SG at P58 (*n* = 10 mice/genotype) and 6 mo (*n* = 10 control, 9 CerS4^SG−/−^ mice) from back skin sections. **(I)** FACS analysis of CD34^+^ integrin α6^+^ HFSCs from P47 (*n* = 6 control, 7 CerS4^epi−/−^ mice), P58 (*n* = 11 control, 6 CerS4^epi−/−^ mice), and 6-mo-old mice (*n* = 11 control, 6 CerS4^epi−/−^ mice). **(J)** Gene expression levels of selected stem and progenitor cell marker genes from scRNAseq data in the OB stem cell compartment in Ctr and CerS4^epi−/−^ skin in a replicate resolved presentation. Note that Ctr and CerS4^epi−/−^ replicates show comparable changes. **(K)** GSEA of differentially expressed genes in Ctr and CerS4^epi−/−^ OB stem cells indicate overrepresentation of SG signature genes and divergence in uHF signature genes (from Joost et al. [2016]) in Ctr versus CerS4^epi−/−^ OB stem cells. NES, normalized enrichment score.

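Cers4 (chromosome 8, 4542809 to 4581680 of GRCm39) was highest in the sebaceous gland-like cells of control mice, with 3399.7 ± 803 CPM (counts scaled to a common library size; SD, n = 2 mice). This rests on 733 counts in 14 cells, all of which held a UMI of the gene. In CerS4 epi-/- mice these cells held 361 ± 101 CPM (SD, n = 2), lower in both mice than in both controls. The libraries are read near the 3′ end and were not checked against the deleted exons, so remaining counts do not measure functional transcript. T cell-like cells had 95.9 ± 27.0 CPM in control and 115 ± 17.4 CPM in CerS4 epi-/- mice. Levels in control follicle cells were lower: 40.0 ± 7.73 CPM in inner bulge-like cells, 21.1 ± 16.4 CPM in outer bulge-like cells and 4.15 ± 3.21 CPM in upper hair follicle-like cells. In CerS4 epi-/- mice these were 29.6 ± 1.41, 5.34 ± 0.549 and 1.85 ± 0.822 CPM in the same order. The genotypes differed by more than both SDs in the inner bulge-like cells, from 19 control and 10 CerS4 epi-/- counts, and by less than the SD of the control mice in the other 2 classes. The outer bulge-like class was named with 1 seed in 10 and held 4 control and 10 CerS4 epi-/- counts. Of the 16 clusters that hold most of those of its cells that were kept under other settings, 11 could test Cers4 and 9 called it lower (log2 fold change -3.05 to -1.65 from edgeR's quasi-likelihood test). IFE-like cells of control mice, at 0.461 ± 0.0535 CPM, serve here as the background. A UMI was found in 13.8% and 14.3% of inner bulge-like cells of the control mice and in 0.195% and 0.172% of IFE-like cells. The median depths were 3265 and 3402 counts in the first and 3447 and 3349 counts in the second. Thinned to 1200 UMIs per cell, the inner bulge-like shares were 6.15% and 8.93%.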

CerS4 transcripts were detected in the hair follicle and in SG clusters, albeit with low levels as expected for an enzyme, as also validated by in situ RNA hybridization (Fig. S2, B and C). This hair follicle–dominant expression pattern was confirmed by quantitative RT-PCR (qRT-PCR) analysis of FACS-purified (1) Sca1^−^ CD34^+^ integrin-α6^+^ HFSCs, (2) Sca1^−^ CD34^−^ integrin-α6^+^ hair follicle progenitors, and (3) Sca1^+^ CD34^−^ integrin-α6^+^ IFE progenitors, where CerS4 mRNA expression was restricted to the HFSC compartment (Fig. S2 D).

As our data indicated high CerS4 mRNA expression in SGs, and a previous study had suggested that the hair follicle phenotype of CerS4-deficient mice results from altered sebum composition (Ebel et al., 2014), we asked if the observed hair follicle phenotypes were a result of altered SG function in CerS4-deficient mice. To this end, we deleted CerS4 specifically in the mature SG using SCD3-Cre (Dahlhoff et al., 2016). Strikingly, mice lacking CerS4 in mature SGs (from here on CerS4^SG−/−^) did not display any obvious epidermal or hair follicle phenotypes even in aged mice. These mice showed no macroscopic signs of alopecia, and careful histological analysis of skin sections showed no alterations in hair follicle morphology or structural abnormalities of the IFE (Fig. S2, E–H). Finally, flow cytometry analyses of freshly isolated epidermal cells from P47, P58, and 6-mo-old control and CerS4^SG−/−^ mice showed comparable levels of CD34^+^ integrin-α6^+^ HFSCs (Fig. S2 I). The data demonstrate that CerS4 function in mature SGs is not responsible for the observed phenotypes in the HFSC compartment nor is it necessary to control structural integrity of the hair follicle, the SG, or IFE.

We thus focused our attention to the HFSC compartment, in particular on the observed expansion of the OB stem cell population (OB I) in the CerS4^epi−/−^ mice. 

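In the outer bulge-like cells, the class that was named with 1 seed in 10, Cd34 (chromosome 1, 194621029 to 194647172 of GRCm39) stood at 60.9 ± 6.12 CPM in control and 17.7 ± 1.40 CPM in CerS4 epi-/- mice (SD, n = 2 mice each), from 12 counts in control and 30 counts in CerS4 epi-/- cells (log2 fold change -1.76, standard error 0.54, adjusted p = 0.0494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It could be tested again without each control mouse in turn, and was then past the threshold in neither fit, with log2 fold changes of -1.85 without control replicate 1 (adjusted p = 0.212) and -1.67 without control replicate 2 (adjusted p = 0.244), from the same edgeR test. Nor was it past the threshold with DESeq2 (adjusted p = 0.391), without a filter on low counts in edgeR (adjusted p = 0.119) or with random pseudoreplicates in DESeq2 (adjusted p = 0.577), while with the size factors of DESeq2 it was (adjusted p = 0.0490, edgeR). A fit with a control mouse left out has 1 mouse in an arm, which is assumed to vary like the mice of the other genotype. Postn (chromosome 3, 54268501 to 54298471) stood at 428 ± 21.2 CPM in control and 166 ± 52.3 CPM in CerS4 epi-/- mice (SD, n = 2 each; log2 fold change -1.37, standard error 0.26, adjusted p = 0.00134 from the same edgeR test), and past the threshold with each of the 4 mice left out (-1.72 to -1.08). In the 16 clusters that hold most of those of these cells that were kept under other seeds, filters and clusterings, the log2 fold change of Cd34 was -1.83 to -0.37 in the 14 where it was tested, past the threshold in 3, and that of Postn -1.43 to 0.21, past it in 6. Most of these clusters were named upper hair follicle-like, and cells of the class made up 7.32% to 67.9% of a cluster. In 2 of the 16 Postn was higher in the CerS4 epi-/- mice. The sums behind these values held 105409 and 91726 counts in control and 873525 and 1010577 counts in CerS4 epi-/- mice, which limits the precision of the control values.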

Gene expression profiling of key hair follicle OB stem cell markers and transcriptional master regulators, such as *Cd34* and *Postn*, revealed that their expression was slightly reduced in CerS4-deficient OB cells. In particular, levels of *Lhx2*, already observed to be altered on the protein level, as well as another master regulator of quiescent HFSCs, *Nfatc1* (Horsley et al., 2008), were substantially reduced (Fig. 1 F). 

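Lhx2 (chromosome 2, 38229293 to 38259759 of GRCm39) stood at 509 ± 120.1 CPM in control and 329.9 ± 71.8 CPM in CerS4 epi-/- mice in the outer bulge-like cells of 1 seed in 10 (SD, n = 2 mice each), lower in both CerS4 epi-/- mice but not past the threshold (log2 fold change -0.63, standard error 0.24, adjusted p = 0.129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 1 of the 4 fits with a mouse left out, at -0.87 without CerS4 epi-/- replicate 1 (adjusted p = 0.0411) in edgeR, and ran from -0.87 to -0.34 over the 4. Nfatc1 (chromosome 18, 80649266 to 80756295) fell further, from 604 ± 225 CPM in control to 152 ± 22.8 CPM in CerS4 epi-/- mice (SD, n = 2 each). It fell by 2.00 on the log2 scale (standard error 0.26, adjusted p = 9.3e-06 from the same edgeR test), with log2 fold changes between -2.33 and -1.53 with a mouse left out. In the matched clusters of the other seeds, filters and clusterings, 15 of 16 called Lhx2 lower (log2 fold change -1.72 to -0.75), all but that of seed 7 (-0.27), and all 16 called Nfatc1 lower (-1.72 to -0.83). The cluster of seed 7 has the largest share of cells from the class, at 67.9%, and most of the others were named upper hair follicle-like. Lhx2 leads the outer bulge-like cluster although it took no part in the clustering.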

Strikingly, markers of differentiation into IB-like and uHF states, including *Krt6a*, *Plet1*, and *Sprr1a*, were increased in this compartment (Fig. 1 F and Fig. S2 J), indicative of altered lineage identity of the OB cells. These notions were further validated by Gene Set Enrichment Analyses (GSEA [Subramanian et al., 2005]), where CerS4^epi−/−^ cells showed enrichment of SG and uHF transcripts (Fig. S2 K). Collectively, these data show that while deletion of CerS4 leads to expansion of the OB compartment, these cells display altered lineage identity characterized by reduced expression of key stem cell genes and increased expression of non-lineage genes. This altered lineage identity likely explains the shifts in population ratios and drives progressive loss of the HFSC compartment, resulting in alopecia.

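Krt6a (chromosome 15, 101598345 to 101602742 of GRCm39) stood at 2637 ± 149 CPM in control and 9049.8 ± 4232 CPM in CerS4 epi-/- mice in the outer bulge-like cells, which were named with 1 seed in 10 (SD, n = 2 mice each; log2 fold change 1.78, standard error 0.25, adjusted p = 3.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The authors' counting could have divided reads between Krt6a and its paralogue Krt6b. Krt6a leads the cluster though it was kept out of the clustering. Plet1 (chromosome 9, 50405817 to 50420299) rose from 105 ± 10.8 CPM in control to 539.6 ± 230.1 CPM in CerS4 epi-/- mice (SD, n = 2 each; log2 fold change 2.35, standard error 0.35, adjusted p = 8.8e-05 from the same edgeR test). Sprr1a (chromosome 3, 92390424 to 92393208) rose from 103 ± 68.2 CPM in control to 2108 ± 559 CPM in CerS4 epi-/- mice (SD, n = 2 each; log2 fold change 4.32, standard error 0.32, adjusted p = 2.1e-09 from the same edgeR test). The CerS4 epi-/- mice differed in Krt6a, at 6057 CPM in replicate 1 and 12042 CPM in replicate 2. Its log2 fold change was 2.19 without CerS4 epi-/- replicate 1 and 1.196 without CerS4 epi-/- replicate 2, the highest and lowest with a mouse left out. With each mouse left out in turn, all 3 stayed past the threshold, with log2 fold changes of 1.83 to 2.73 for Plet1 and 3.80 to 5.29 for Sprr1a. In the matched clusters of the other seeds, filters and clusterings all 3 were higher, by 0.44 to 3.59 for Krt6a, 0.62 to 2.00 for Plet1 and 0.22 to 1.72 for Sprr1a over the 16. They were called in 8, 16 and 9 of them, Krt6a at 0.88 to 3.59 and Sprr1a at 0.59 to 1.72. The rise of Sprr1a in the outer bulge-like class was larger than in each of these 16.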

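Sets of genes written from general knowledge were tested in the outer bulge-like cells with camera, a test of whether a set's genes rank above the others, at a preset correlation of 0.01. The uHF set was higher in CerS4 epi-/- mice, with a median log2 fold change of 1.01 over 14 genes, of which 12 rose (adjusted p = 5.6e-12, limma's camera). Its largest members, after Sprr1a, were Klk7 (3.74) and Krt79 (2.98). The SG set was higher too, with a median of 0.85 over 10 genes, of which 6 rose (adjusted p = 0.0268, limma's camera), led by Fabp5 (3.49), Mgst1 (2.59) and Aldh3a2 (1.64). A set of 100 uHF genes derived from the control mice, of which 33 could be tested, had a median of 1.08 (adjusted p = 0.000348, limma's camera), which did not move with the 3 members without a control count set at their lower bound. The derived genes include Krt6a, Gpx2, Pdzrn3 and Lhx2, which lead the outer bulge-like cluster, and Serpinb11, which is among those leading the inner bulge-like one. They therefore do not mark the uHF against the bulge. None of the 3 sets was past the threshold under fry (adjusted p = 0.149 to 0.295, limma's fry) or with the correlation estimated from the data (adjusted p = 0.267 to 0.306, limma's camera). With each mouse left out, the median of the uHF set was 1.08 to 1.62, highest without CerS4 epi-/- replicate 1, and that of the derived genes 1.12 to 1.76, with 1.71 without control replicate 1 and 1.76 without CerS4 epi-/- replicate 1. The SG set depended on single mice. Its median was 0.16 without control replicate 2, 1.96 without CerS4 epi-/- replicate 1 and 2.04 without CerS4 epi-/- replicate 2, and 0.93 without control replicate 1, where it was not past the threshold (adjusted p = 0.0655, limma's camera). The class behind these values was named with 1 seed in 10. In the matched clusters of the other settings, the uHF set was called higher in 15 of 16 (median 0.37 to 1.34), all but that without Harmony (0.23), and the SG set in 12 (0.0209 to 1.06), whereas the derived uHF genes had a median below 0 in 11 of 16, the lowest -0.55.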

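Across the outer bulge-like cells, edgeR's quasi-likelihood test covered 6614 genes and called 250 higher and 240 lower in CerS4 epi-/- mice at an adjusted p of 0.05. DESeq2 called 92 higher and 81 lower among 4675 genes, and edgeR on equal numbers of cells per mouse called 94 and 72. Single mice moved the counts by over 1.5 times: edgeR called 157 higher and 136 lower without control replicate 1, 230 and 131 without CerS4 epi-/- replicate 1, and 144 and 88 without CerS4 epi-/- replicate 2. The test was also run on counts simulated at the depth of these libraries, with 200 of 5971 genes changed 4-fold. Genes were drawn independently, with the same fixed spread between mice for each (dispersion 0.05). There it recovered 53% of the changed genes and 2.75% of its calls were false. These rates hold for that setting and need not be those of the calls above. Of the 13 genes the study names, 10 could be tested and 7 were past the threshold over all genes. Adjusted over the list alone, 8 were, which is not independent evidence, since the study chose the list on these mice. Of the 5 genes with the largest rise by the fixed rule, Aldh1a2 is among the genes that define the cluster and is not counted as a result. The other 4 had 0 counts in the control cells, where 3 counts are worth 15.2 CPM over the group. Against that limit, Pcp4 was at least 10.0-fold higher, Car6 was at least 6.91-fold higher, Acta2 was at least 5.75-fold higher and Klk6 was at least 4.67-fold higher. With only 1 control mouse the limit is weaker, at least 4.66-fold for Pcp4, 3.21-fold for Car6, 2.68-fold for Acta2 and 2.17-fold for Klk6 without control replicate 1, and at least 5.35-fold, 3.69-fold, 3.08-fold and 2.50-fold in the same order without control replicate 2. That of Klk6 was at least 2.48-fold without CerS4 epi-/- replicate 2. The largest falls were those of Ptgds (-5.40), Serpinb11 (-5.33), Arg1 (-4.41), Cdsn (-4.06) and Eml1 (-3.80). In control mice, all of these but Eml1 were higher in the inner bulge-like than in the outer bulge-like cells, so inner bulge admixture stays open for them. In edgeR, Ptgds lost the threshold at -6.24 without CerS4 epi-/- replicate 1 (adjusted p = 0.169) and -4.75 without CerS4 epi-/- replicate 2 (adjusted p = 0.390), and also at equal cell numbers in edgeR (-3.33, adjusted p = 0.0576), and Arg1, with 16 counts in control and 6 in CerS4 epi-/- cells, could not be tested with a mouse left out. The class was named with 1 seed in 10. Matched clusters called Serpinb11 lower in 16 of 16, Ptgds in 15, Cdsn in 14, Eml1 in 14 and Arg1 in 13, with a smaller fall than in the class in each. The matched clusters of the other settings gave 352 to 883 genes higher and 271 to 785 lower, among them 140 to 213 of the 250 and 84 to 200 of the 240. From the lower stem cell genes, the higher markers of IB-like and uHF states and the enrichment of SG and uHF transcripts, the paper concludes that the outer bulge cells have an altered lineage identity.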

### CerS4 controls HFSC lineage specification

As our data pointed to altered lineage identity and population proportions of the early HFSCs, we sought to predict lineage trajectories of these cells from the scRNAseq data using Slingshot (Street et al., 2018). Ordering cells isolated from control skin along a path starting from the OB stem cells population revealed a trajectory from OB stem cells to IB stem cells and a path from OB stem cells to the uHF clusters. 

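How strongly outer bulge-like and sebaceous gland-like cells were joined was measured by PAGA connectivity, which sets the links between 2 groups in a neighbour graph against the number random linking would give; Slingshot was not used here. Within each genotype the connectivity was 0.169 in control, which had 14 sebaceous gland-like cells, and 0.0573 in CerS4 epi-/- mice, which had 61. Single mice gave 0.183 and 1 in control, the second from 2 sebaceous gland-like cells, and 0.437 and 0.175 in CerS4 epi-/- mice, so the mice of a genotype differed by more than the genotypes. In 20 random draws, the outer bulge-like and sebaceous gland-like cells of CerS4 epi-/- mice were brought to the control numbers. The median was then 1 (range 0.842 to 1), above the control value. The other classes were not cut, with 2687 upper hair follicle-like and 67 inner bulge-like cells against 1494 and 121 in control. The graphs still differed in size, so this value does not give the order at equal cell numbers. The outer bulge-like class itself was named with 1 seed in 10.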

Cell lineage inference of CerS4^epi−/−^ skin indicated an additional, abnormal trajectory from the OB HFSCs toward the sebaceous cluster (Fig. 2, A and B). Pseudotime analyses further confirmed altered linage progression, when focusing on a trajectory along uHF cells, OB, and IB stem cells in CerS4^epi−/−^ mice. 

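Diffusion pseudotime, an ordering of cells by similarity, was run over the inner bulge-like, outer bulge-like and upper hair follicle-like cells from a starting cell in the inner bulge-like cluster, and split into 10 bins. The outer bulge-like cells, a class of 1 seed in 10, lay in bins 1 and 2. Expression was averaged over all cells of a bin, whatever their class. The bins were then weighted by their number of outer bulge-like cells, a summary chosen after the data were seen. These bins also held inner bulge-like and upper hair follicle-like cells, so the values are not those of the outer bulge-like cells alone. Plet1 averaged 0.453 ± 0.0493 on the natural log scale in control and 0.816 ± 0.0636 in CerS4 epi-/- mice (SD, n = 2 each), a difference of 0.363 that exceeded the spread of both groups. Without Harmony the difference was 0.0530, smaller than the SD of the control mice there, and with 200 bins, over the mice of a genotype together and so without an SD, it was 0.355. Lhx2 averaged 0.737 ± 0.0459 in control and 0.633 ± 0.139 in CerS4 epi-/- mice, a difference of -0.104 that was smaller than the spread of the CerS4 epi-/- mice. Without Harmony it was -0.146, larger than the SDs of 0.0912 and 0.138 there, and with 200 bins -0.233. Its bins went opposite ways: in bin 1 it was 0.459 and 0.441 in control against 0.820 and 0.531 in CerS4 epi-/- mice, and in bin 2 1.11 and 0.991 against 0.637 and 0.540. Bin 1 of the control mice held mostly inner bulge-like cells, 65 and 56 against 18 and 19 outer bulge-like ones, so its values mix both classes.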

Here, the uHF marker Plet1 remained high in the OB stem cells, whereas expression of the OB stem cell factor Lhx2 was not turned on efficiently. Instead, the OB cells prematurely upregulated the IB marker keratin-6 (Fig. 2 C).

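Along the same ordering, Krt6a was averaged in the same way over all cells of the bins that hold outer bulge-like cells. It averaged 2.25 ± 0.208 in control and 2.78 ± 0.451 in CerS4 epi-/- mice (natural log scale, SD, n = 2 each). The difference of 0.537 was larger than both SDs, and both CerS4 epi-/- mice lay above both control mice (2.46 and 3.10 against 2.39 and 2.10). It was 0.831 without Harmony and 0.976 with 200 bins. In bin 2 the values were 2.18 and 2.95 in CerS4 epi-/- and 1.46 and 1.31 in control mice; in bin 1, which holds most inner bulge-like cells, they overlapped (2.72 and 3.24 against 3.25 and 2.83).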

**Figure 2.**
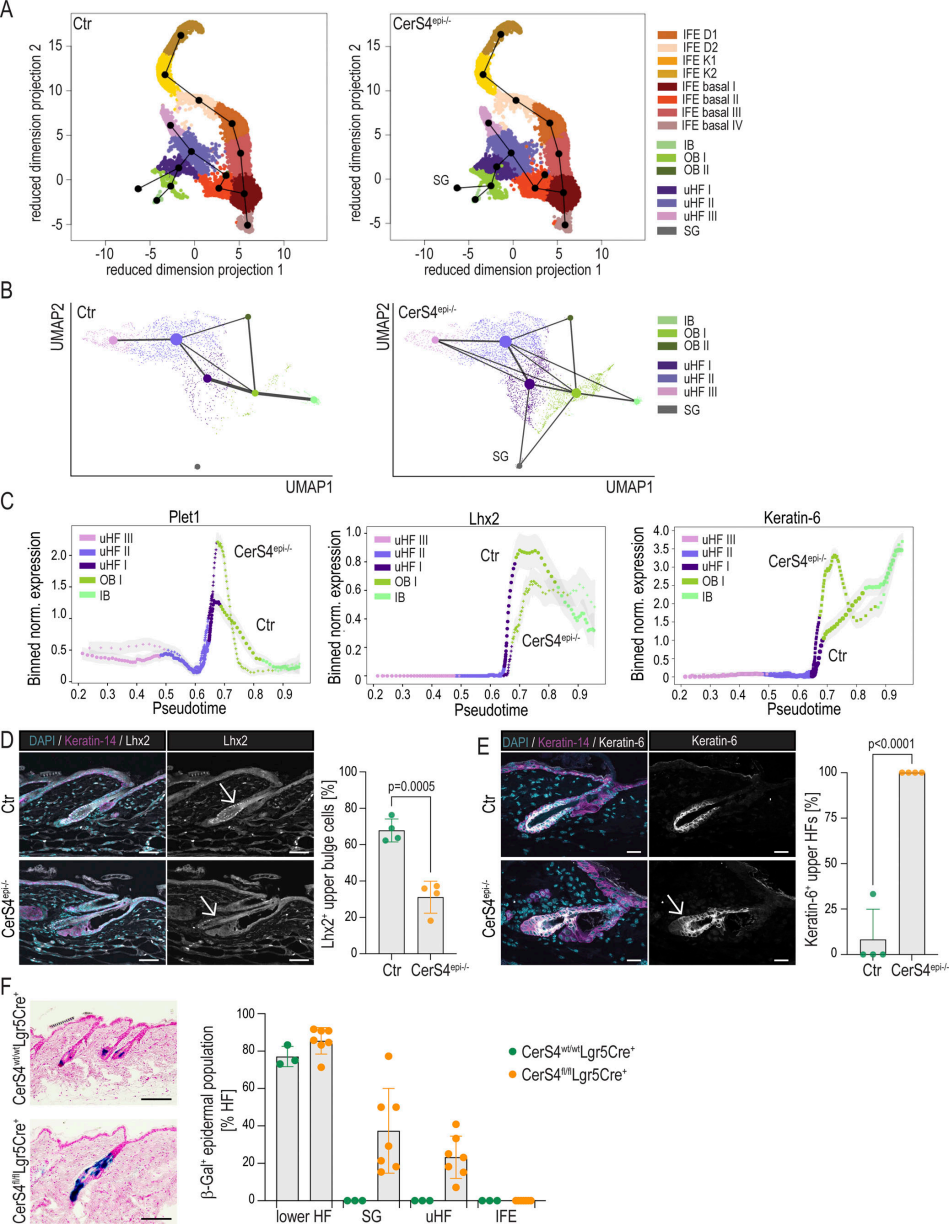
**CerS4 controls HFSC lineage specification. (A)** Linage trajectories as determined by the SlingShot of Ctr and CerS4^epi−/−^ cells from scRNAseq data (*n* = 2 mice/genotype, pooled). Note abnormal trajectory from OB cells into SG. **(B)** Lineage trajectories as determined by Paga of Ctr and CerS4^epi−/−^ cells from scRNAseq data (*n* = 2 mice/genotype, pooled). Note trajectories from the uHF I cell cluster and OB cells to the SG population in CerS4^epi−/−^ skin. **(C)** Pseudotime analyses of Ctr and CerS4^epi−/−^ cells from scRNAseq data (*n* = 2 mice/genotype, pooled) confirming altered linage progression with expression of Plet1 remaining high, Lhx2 low, and keratin-6 high in CerS4^epi−/−^ OB stem cells. **(D)** Representative images and quantification of P21 back skin sections stained for Lhx2 (grey) and keratin-14 (magenta) show reduced expression of Lhx2 (arrows) in bulge stem cells (scale bars 50 µm; *n* = 4 mice/genotype; mean ± SD; unpaired *t* test). **(E)** Representative images and quantification of P21 control and CerS4^epi−/−^ back skin sections stained for keratin-6 (grey), keratin-14 (magenta) show ectopic keratin-6 expression (arrows) in the OB and uHF of CerS4^epi−/−^ mice (scale bars 25 µm; *n* = 4 mice/genotype; mean ± SD; unpaired *t* test). **(F)** Representative images and quantification of lineage-tracing analysis of β-galactosidase^+^ Lgr5 progeny from Ctr and CerS4^fl/fl^-Lgr5eGFP-CreERT2 (Lgr5Cre^+^) mice. Quantification of hair follicles containing β-galactosidase^+^ in the SG, uHF, and IFE are shown (scale bars 80 µm; *n* = 3 Ctr and 7 = CerS4^fl/fl^ Lgr5Cre^+^ mice).

The data so far indicated that while the OB-like population was expanded in CerS4^epi−/−^ skin, these cells displayed altered stem cell properties, characterized by decreased expression of key stem cell transcription factors and ectopic expression of IB-like and uHF genes. We thus sought to further investigate how this altered differentiation occurs. Immunofluorescence analyses of back skin sections from P21 mice confirmed decreased *Lhx2* expression in the CerS4^epi−/−^ OB stem cell region of CerS4^epi−/−^ mice also at this stage, most prominently visible in the upper part of the bulge (Fig. 2 D). Lhx2 loss has been reported to lead to a failure to maintain HFSC quiescence and a progressive transformation of the compartment into SGs (Folgueras et al., 2013). Interestingly, a reduction in the pearl on a string-like cell composition in the upper bulge and an increased cell size resembling a sebocyte-like cell shape was observed in CerS4^epi−/−^ back skin (Fig. 2, D and E). Consistent with the RNAseq data, we observed expansion of the IB identity marker keratin-6 protein expression into OB stem cells and along the infundibulum in CerS4^epi−/−^ hair follicles, whereas in control mice keratin-6 was restricted to the IB at this stage (Fig. 2 E). Importantly, lineage tracing of CerS4-deficient bulge HFSCs using Lgr5eGFP-CreERT2 (Jaks et al., 2008) revealed abnormal localization of HFSC progeny in the uHF and SG compartments (Fig. 2 F), confirming altered lineage trajectories. Collectively, these data indicate that CerS4 deficiency triggers an abnormal lineage trajectory of OB stem cells into upper and inner hair follicle as well as SG-like fates, providing a likely mechanism for the inefficient establishment of the quiescent HFSC compartment and its subsequent further gradual depletion.

### CerS4 regulates HFSC differentiation in a stem cell–autonomous manner

To gain insight into the cellular and molecular mechanisms by which CerS4 cell autonomously regulates HFSC lineage trajectories, we utilized an ex vivo organoid culture system that consists of a balanced mixture of HFSCs, hair follicle outer root sheath cells, and IB cells, but no significant levels of other epidermal cell types (Chacón-Martínez et al., 2017; Kim et al., 2020). We generated organoids from freshly isolated P19 control and CerS4^epi−/−^ epidermis and confirmed that CerS4 expression was maintained in both HFSC (CD34^+^ integrin α6^+^) and non-HFSC (CD34^−^ integrin α6^+^) populations in control organoids (Fig. 3, A and B). Strikingly, CerS4^epi−/−^ organoids showed altered morphology characterized by smaller size and loss of cohesion of peripheral cells from the organoid clusters (Fig. 3 C), as well as strongly attenuated growth and impaired long-term maintenance within a 14-day culture period (Fig. S3 A). In agreement, CerS4^epi−/−^ organoids showed reduced HFSC numbers (Fig. 3 D), whereas the non-HFSC population was only slightly but not statistically significantly reduced (Fig. S3 B). No increase in apoptosis at 4 or 7 days in culture and only a minor increase at 14 days in culture was detected in CerS4^epi−/−^ organoids (Fig. S3 C). In contrast, EdU incorporation experiments showed reduced proliferation of CerS4^epi−/−^ organoids already at day 4 (Fig. 3 E; and Fig. S3, D and E). Overall, in both control and CerS4^epi−/−^ organoids, the CD34^+^ integrin α6^+^ HFSCs showed higher rates of proliferation than the CD34^−^ integrin α6^+^ progenitors, indicating that HFSCs are the main drivers of organoid growth.

**Figure 3.**
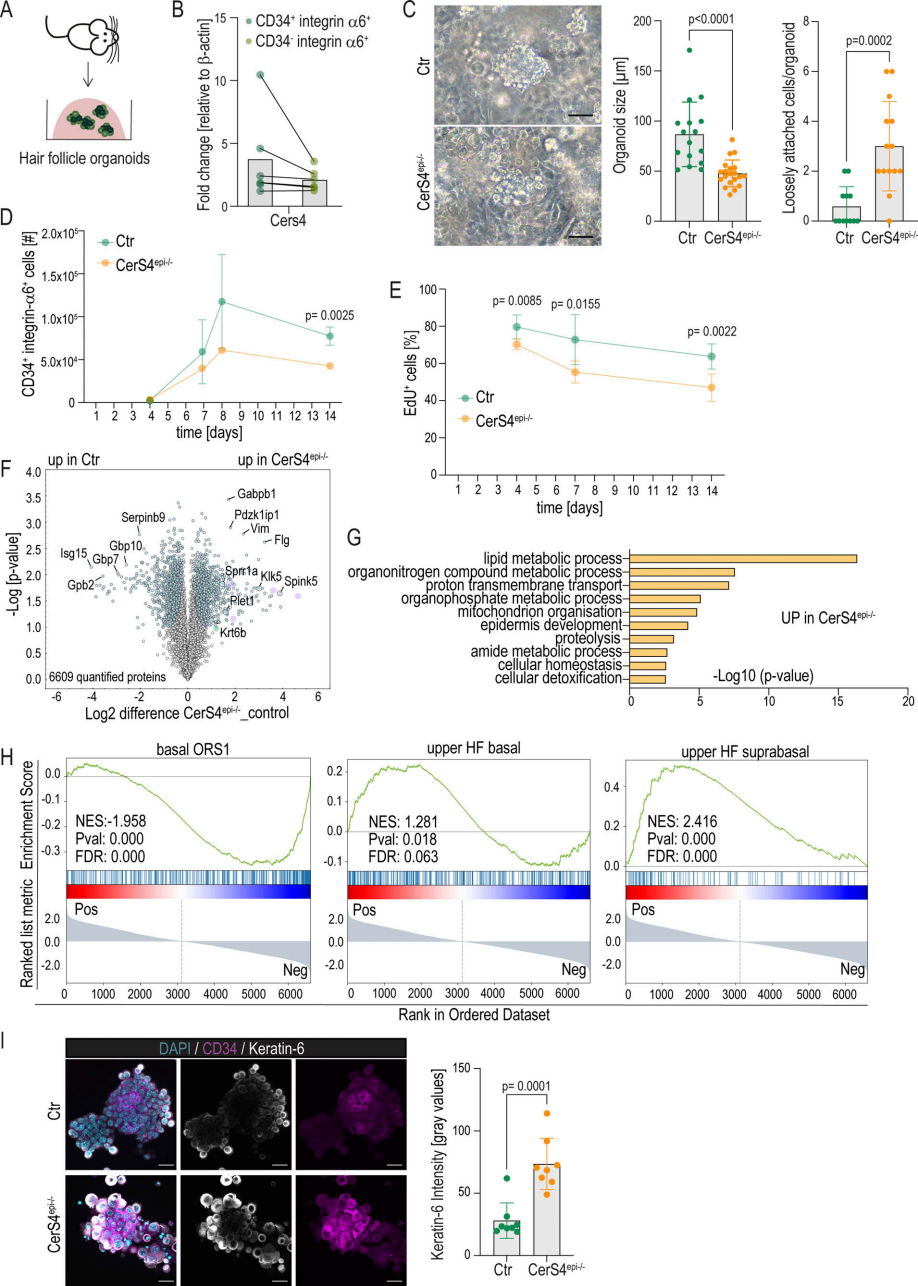
**CerS4 regulates HFSC differentiation in a stem cell–autonomous manner. (A)** Outline of HFCS organoid generation. **(B)** qRT-PCR analyses of Cers4 expression of FACS purified CD34^+^ α6^+^ integrin HFSCs and CD34^−^ integrin α6^+^ non-HFSCs from organoids (*n* = 5 independent experiments). **(C)** Representative brightfield images and quantification of the size and loss of cohesion of control (Ctr) and CerS4^epi−/−^ organoids cultured for 5 days. Scale bar 50 μm. **(D)** FACS-based quantification CD34^+^ integrin α6^+^ HFSCs from organoids cultured for time points indicated show reduced HFSCs in CerS4^epi−/−^ organoids (*n* = 4 mice/genotype for 14 days; six mice/genotype all other time points; mean ± SD; unpaired *t* test). **(E)** Quantification of EdU-positive cells after a 24-h chase of control and CerS4^epi−/−^ organoids cultured for indicated time points (*n* = 6 mice/genotype; mean ± SD; unpaired *t* test). **(F)** Volcano plot of differentially expressed proteins in control and CerS4^epi−/−^ organoids (*n* = 4 mice/genotype). **(G)** GO-term enrichment analyses of differentially expressed proteins in CerS4^epi−/−^ organoids. **(H)** GSEA of the differential protein expression of Ctr and CerS4^epi−/−^ organoids indicate underrepresentation of proteins from gene expression signatures from OB and overrepresentation of proteins from uHF signatures (from Joost et al., 2016) in CerS4^epi−/−^ organoids. **(I)** Representative images and quantification of control and CerS4^epi−/−^ organoids stained for keratin-6 (grey) and keratin-14 (magenta) show increased keratin-6 and abundance of loosely attached, differentiating cells in CerS4^epi−/−^ (scale bar 20 µm; *n* = 8 organoids/genotype; mean ± SD; unpaired *t* test). NES, normalized enrichment score.

**Figure S3.**
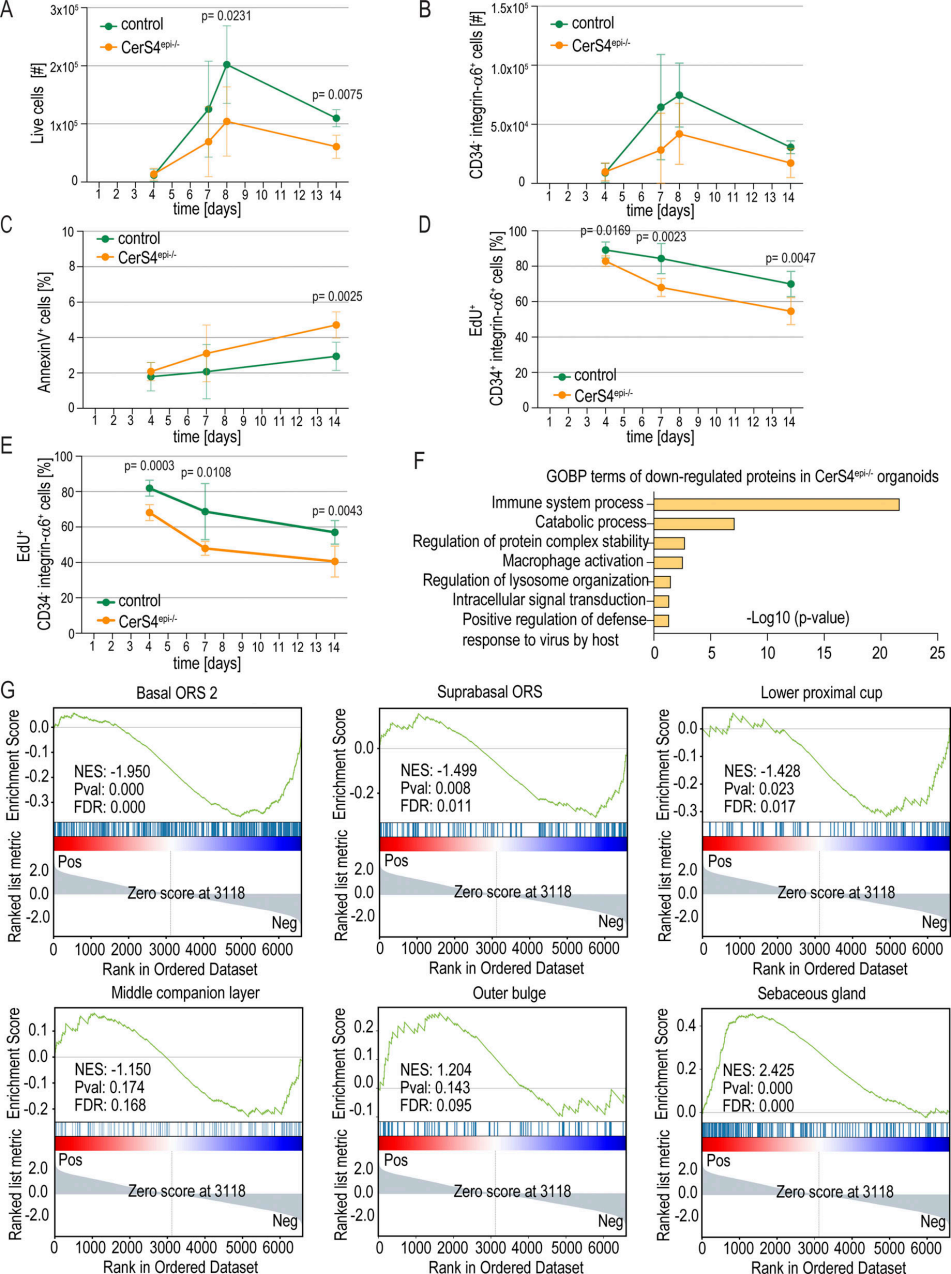
**Analyses of hair follicle stem cell organoids from CerS4-deficient mice. (A and B)** FACS-based quantification of live cells (A) and CD34^−^ integrin α6^+^ non-HFSCs (B) from Ctr and CerS4^epi−/−^ organoids cultured for indicated times (*n* = 4 mice/genotype for 14 days, six mice/genotype for all other time points; mean ± SD; unpaired *t* test). **(C)** FACS-based quantification of annexin-positive cells of Ctr and CerS4^epi−/−^ organoids cultured for indicated time points (*n* = 6 mice/genotype; mean ± SD; unpaired *t* test). **(D and E)** FACS-based quantification of EdU-positive live cells in CD34^+^ integrin α6^+^ HFSCs (D) and CD34^−^ integrin α6^+^ non-HFSCs (E) after a 24-h chase in organoids cultured for indicated time points (*n* = 6 mice/genotype; mean ± SD; unpaired *t* test). **(F)** GO-term enrichment analysis from proteins downregulated in CerS4^epi−/−^ organoids. **(G)** GSEA of known markers of distinct skin hair follicle progenitor cell linages (Joost et al., 2016) from differentially expressed proteins in Ctr and CerS4^epi−/−^ organoids. NES, normalized enrichment score.

To understand the mechanisms of reduced HFSC numbers and to mechanistically link the organoid phenotypes to the in vivo observations of altered differentiation trajectories, we performed quantitative proteomics on d8 control and CerS4^epi−/−^ organoids. A total of 6,609 proteins could be quantified across all replicates, of which 399 (false discovery rate [FDR] q < 0.05, s0 = 0.01, fold change >2) were differentially expressed (Fig. 3 F and Table S1). Gene Ontology Biological Processes (GOBP) term analysis implicated metabolic processes, epidermal development, and inflammation as most strongly altered, with no major differences in proteins associated with cell death and growth (Fig. 3 G and Fig. S3 F). Importantly, proteins with increased expression in CerS4^epi−/−^ organoids included keratin-6 and Plet1, key markers of the differentiated IB/companion layer and the uHF, respectively, that were also increased in the OB population in vivo. Other companion layer/uHF marker proteins were also upregulated, including Klk5, Spink5, Sprr5, and filaggrin (Yang et al., 2004; Furio et al., 2015; Ziegler et al., 2019), pointing to a cell-autonomous nature of the HFSCs differentiation defect in CerS4^epi−/−^ HFSCs. The most downregulated proteins included Serpinb9, Isg15, Gbp2, Gbp7, and Gbp10, which relate to immune responses (Bird et al., 2014; Perng and Lenschow, 2018, Tretina et al., 2019), indicating that loss of stem cells was associated with attenuation of keratinocyte intrinsic immune regulation.

To investigate if these differential protein expression patterns would indeed reflect differences in HFSC differentiation trajectories in CerS4^epi−/−^ HFSCs, we systematically compared the differences in protein expression to known markers of distinct progenitor cell lineages. Indeed, GSEA revealed enrichment of uHF markers as well as the SG in the upregulated proteome of CerS4^epi−/−^ organoids along with negative enrichment of basal outer root sheath/stem cell compartment markers (Fig. 3 H and Fig. S3 G).

Consistent with the data obtained from proteomics, immunofluorescence analyses of control and CerS4^epi−/−^ organoids revealed increased levels of keratin-6^+^cells in CerS4^epi−/−^ organoids (Fig. 3 I). An increase in keratin-6^+^ cells was also found in the periphery of the organoid clusters surrounding the CD34^+^ HFSCs, explaining the differences seen in organoid morphology with brightfield imaging (Fig. 3 C). These loosely attached differentiating cells do not contribute to proliferation in the organoids (Fig. S3 A), explaining the difference in cell numbers. Collectively, these data indicated reduced HFSC maintenance and increased differentiation of cells into an uHF, SG, and IB/companion layer states in the organoids, confirming that CerS4 activity in HFSCs is essential for maintenance of a stable, undifferentiated HFSC population.

### CerS4 activity is required to maintain membrane lipid homeostasis

Given the critical roles of sphingolipids in membrane composition in intracellular compartments and the plasma membrane (Mullen et al., 2011) (Fig. 4 A), we hypothesized that CerS4 is required to establish a specific membrane topology to orchestrate signaling in HFSCs. To test this, we performed quantitative lipidomics analyses of control and CerS4^epi−/−^ organoids to quantify sphingolipids.

**Figure 4.**
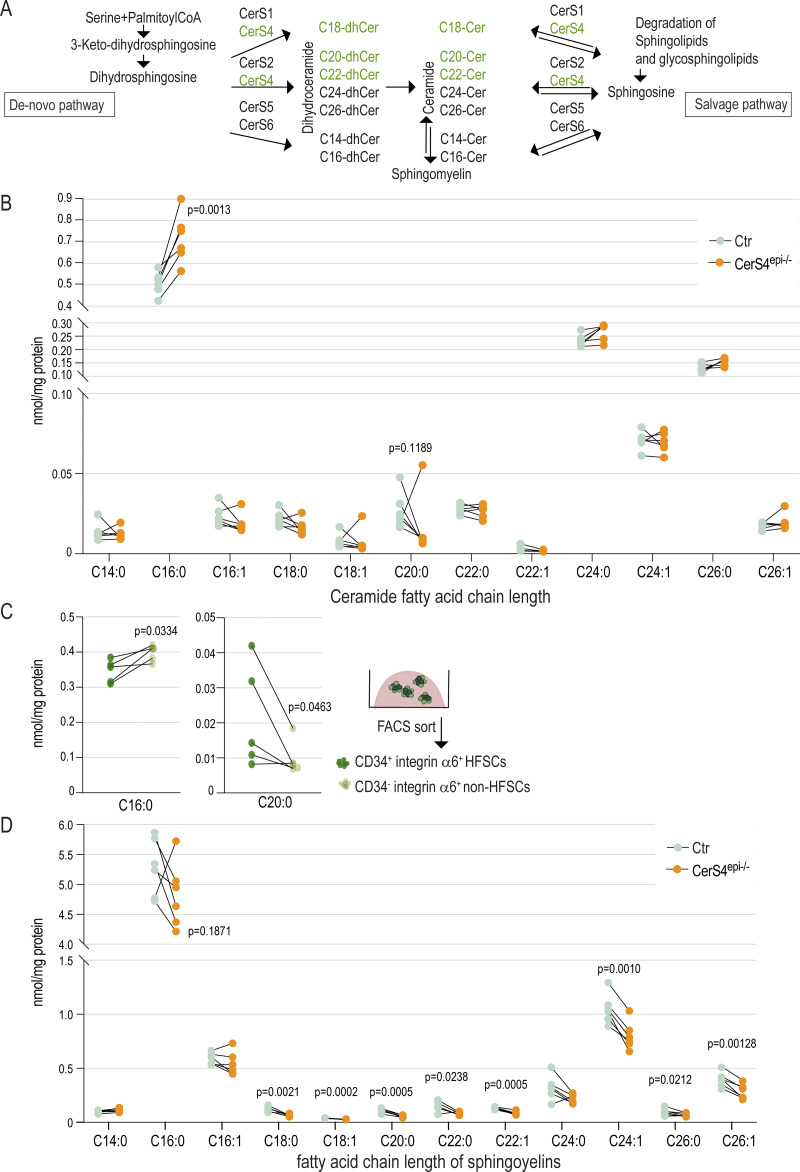
**CerS4 activity is required to maintain membrane lipid homeostasis. (A)** Schematic of the substrate specificity of CerS. **(B)** Ceramide levels in control (Ctr) and CerS4^epi−/−^ organoids determined by quantitative LC-ESI-MS/MS analysis. Note increased C16:0 and slightly decreased C18:0 and C20:0 ceramides (*n* = 6 mice/genotype; ratio-paired *t* test). **(C)** Levels of C16:0 and C20:0 ceramides in FACS-purified CD34^+^ integrin α6^+^ HFSCs and CD34^−^ integrin α6^+^ non-HFSCs determined by quantitative LC-ESI-MS/MS analysis (*n* = 5 mice/genotype; ratio-paired *t* test). **(D)** Sphingomyelin levels in Ctr and CerS4^epi−/−^ organoids determined by quantitative LC-ESI-MS/MS analysis. Note decreased C18:0, C18:1, C20:0, C22:0, C22:1, C24:1, C26:0, and C26:1 sphingomyelins (*n* = 6 mice/genotype; ratio-paired *t* test). LC-ESI-MS/MS, LC coupled to electrospray ionization tandem MS/MS.

Analysis of sphingolipids showed a moderate, albeit statistically not significant, decrease in ceramides with a fatty acid chain length of C18–C22 reflecting CerS4 substrate preferences in CerS4^epi−/−^ organoids (Fig. 4 B). A decrease in ceramide C20:0 was also seen in purified WT non-HFCSs compared with HFSCs (Fig. 4 C), linking this fatty acid to the stem cell state. More importantly, an increase in ceramide C16:0 was observed in CerS4^epi−/−^ organoids (Fig. 4 B). A similar increase was observed in FACS-purified control non-HFSCs compared with control HFSCs (Fig. 4 C), thus linking ceramide C16:0 to stem cell differentiation. Ceramides with a fatty acid chain length of C14:0, C24:0, C24:1, C26:0, and C26:1 were largely unaltered (Fig. 4 B and Fig. S4).

**Figure S4.**
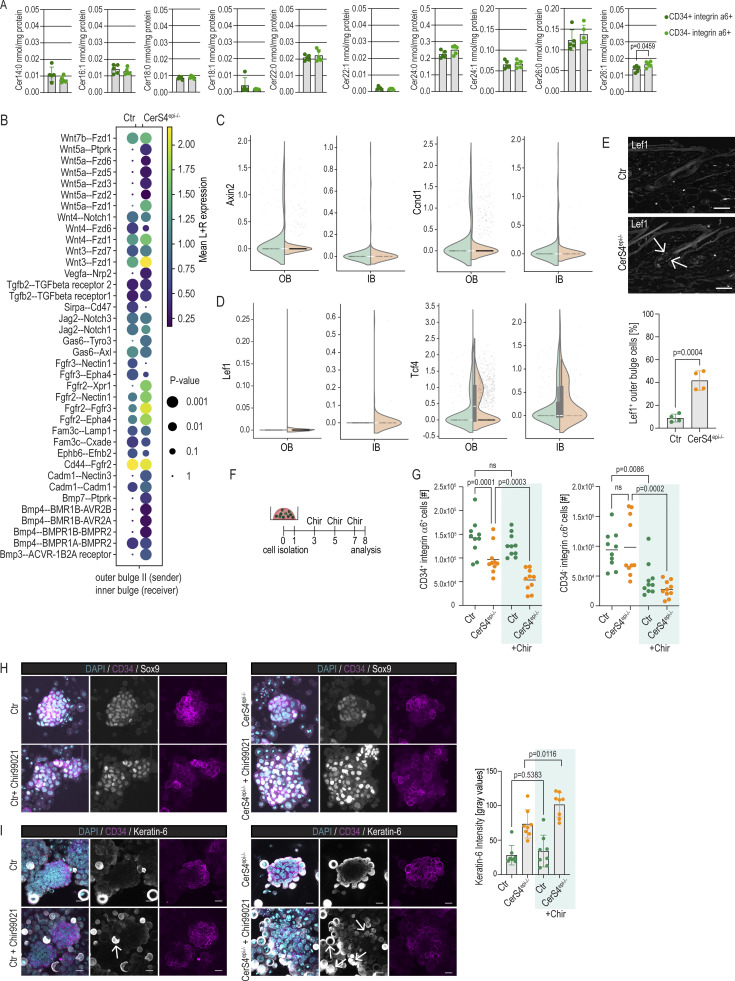
**Altered differentiation trajectories and Wnt signaling in CerS4-deficient HFSCs. (A)** Ceramide levels in FACS-purified CD34^+^ integrin α6^+^ HFSCs and CD34^−^ integrin α6^+^ non-HFSCs determined by quantitative LC-ESI-MS/MS analysis (*n* = 5 mice/genotype; ratio paired *t* test). **(B)** Receptor–ligand interaction analyses (CellPhoneDB) from scRNAseq data of control (Ctr) and CerS4^epi−/−^ skin. Communication from the OB cells to the IB is illustrated. **(C and D)** RNA expression levels of selected canonical Wnt target genes in Ctr and CerS4^epi−/−^ skin from scRNAseq data. **(E)** Representative images and quantification of P21 Ctr and CerS4^epi−/−^ back skin sections stained for Lef1 (grey) and keratin-14 (magenta). Note increased Lef1 expression (arrows) in CerS4^epi−/−^ OB (scale bar 50 µm; *n* = 4; mean ± SD; unpaired *t* test). **(F)** Experimental outline for Wnt activation using Chir99021. **(G)** FACS-based quantification of HFSCs and non-HFSCs from Ctr and CerS4^epi−/−^ organoids treated with Chir99021 (1 µM). Note a decrease in HFSCs in Chir99021-treated CerS4^epi−/−^ organoids but not in Ctr organoids (*n* = 10 mice/genotype, mean ± SD; unpaired *t* test). **(H)** Representative images of Ctr and CerS4^epi−/−^ organoids treated with Chir99021 and stained for Sox9 (grey) and keratin-14 (magenta). Scale bars 20 µm. **(I)** Representative images and quantification of Ctr and CerS4^epi−/−^ organoids treated with Chir99021 and stained for keratin-6 (grey) and keratin-14 (magenta). Note increased keratin-6 expression and loss of cell cohesion in CerS4^epi−/−^ organoids, indicated by arrows (scale bar 20 µm; *n* = 8 organoids/genotype; mean ± SD; unpaired *t* test). LC-ESI-MS/MS, LC coupled to electrospray ionization tandem MS/MS.

Ceramides serve as the starting point for the synthesis of sphingomyelin that plays a crucial role in maintaining the structural integrity and fluidity of cell membranes for proper signaling. Importantly, analysis of sphingomyelin levels revealed a decrease in sphingomyelins containing C18:0, C18:1, C20:0, C22:0, C22:1, C24:1, C26:0, and C26:1 fatty acids, indicative of altered membrane composition in CerS4^epi−/−^ organoids (Fig. 4 D). Thus, loss of CerS4 results in a decrease in specific sphingomyelin levels likely due to the reduction of its direct substrates, the C18:0, C18:1, C20:0, C22:0, and C22:1 ceramides, and compensatory dysregulation in other species. As ceramide and sphingomyelin cycling are essential for proper cell signaling the imbalance in ceramide and sphingomyelin levels likely impacts transmembrane signaling.

### Altered response to Wnt signaling drives abnormal stem cell states

To investigate potential transmembrane signaling defects by which CerS4-dependent lipid homeostasis controls HFSC maintenance and differentiation, we returned to the in vivo scRNAseq data and focused on cell–cell communication that is known to be critical for determining HFSC state and behavior (Hsu et al., 2011). Using receptor–ligand interaction analyses (CellPhoneDB [Efremova et al., 2020]), we analyzed cellular communication within the OB compartment as well as between the OB and IB. This analysis revealed an increase in Wnt5a signaling as the most prominently implicated signaling change in CerS4^epi−/−^ OB cells (Fig. 5 A). 

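CellPhoneDB was not used here; the counts of the ligand gene itself were read. Wnt5a had 2 and 0 counts in the outer bulge-like cells of the control mice and 4 and 4 counts in those of the CerS4 epi-/- mice, or 19.0 and 0 CPM against 4.58 and 3.96 CPM, too few for edgeR's filter. With 95% exact Poisson limits of 2.30 to 68.5 CPM for the first control mouse and 1.25 to 11.7 CPM for the first CerS4 epi-/- mouse, which cover counting error only, no difference in the transcript was detectable at this depth. T cell-like cells had 1 and 0 counts in control and 0 and 2 in CerS4 epi-/- mice. A change of the ligand's partners was looked for in its receptor genes: Fzd6 (chromosome 15, 38869243 to 38901584 of GRCm39) was higher without passing the threshold (log2 fold change 1.00, standard error 0.34, adjusted p = 0.0826 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Fzd3 and Fzd5 rested on 3 counts each in control. Their ratios of summed counts were 2.93 (95% exact binomial interval 0.969 to 14.5) and 3.31 (1.10 to 16.4). The outer bulge-like class was named with 1 seed in 10; 14 of the 16 matched clusters called Fzd6 higher (0.69 to 1.22).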

Wnt5a activates noncanonical Wnt signaling, although in some contexts it can also induce the canonical pathway (Mikels and Nusse, 2006). 

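Of the ligand and receptor genes the study shows for this communication, those with enough counts were tested in the outer bulge-like cells, which were named with 1 seed in 10. Among canonical Wnt ligands, Wnt7b (chromosome 15, 85419638 to 85466674 of GRCm39) was lower in CerS4 epi-/- mice, at 91.3 ± 9.17 CPM in control and 9.59 ± 4.09 CPM in CerS4 epi-/- mice (SD, n = 2 mice each; log2 fold change -3.23, standard error 0.54, adjusted p = 0.000337 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and so was Wnt3 (log2 fold change -1.73, standard error 0.53, adjusted p = 0.0476 from the same edgeR test), whose control mice differed widely at 37.7 and 130.4 CPM. Wnt4 was lower without passing the threshold (log2 fold change -1.28, standard error 0.50, adjusted p = 0.143 from the same edgeR test). The receptor gene Fzd1 was lower (log2 fold change -1.29, standard error 0.32, adjusted p = 0.0126 from the same edgeR test). Single mice decided some of these calls: in edgeR, Wnt7b lost the threshold at -3.70 without CerS4 epi-/- replicate 1 (adjusted p = 0.430) and -2.83 without CerS4 epi-/- replicate 2 (adjusted p = 0.659), Wnt3 at -0.64 without control replicate 2 (adjusted p = 0.798), -1.87 without CerS4 epi-/- replicate 1 (adjusted p = 0.565) and -1.65 without CerS4 epi-/- replicate 2 (adjusted p = 0.756) and Fzd1 at -0.63 without control replicate 1 (adjusted p = 0.562). Wnt3 was also not past it with DESeq2 (adjusted p = 0.345), without a filter on low counts in edgeR (adjusted p = 0.0516) or with random pseudoreplicates in DESeq2 (adjusted p = 0.248), and Fzd1 was not with DESeq2 (adjusted p = 0.195) or at equal cell numbers in edgeR (adjusted p = 0.127). The BMP receptor genes Bmpr1a, Bmpr2 and Acvr2a had log2 fold changes of 0.41, -0.34 and 0.15, none past the threshold. In the inner bulge-like cells, Fzd1 had 0.20 and Bmpr1a -0.0917, Bmpr2 0.0430 and Ptprk -0.33 (adjusted p = 0.827 to 0.987, the same edgeR test), from 121 control and 67 CerS4 epi-/- cells. Hbegf rose in the outer bulge-like cells (log2 fold change 5.50, standard error 0.67, adjusted p = 4.9e-06 from the same edgeR test) from 1 control count, a ratio of summed counts of 42.5 (95% exact binomial interval 7.58 to 1682). Without control replicate 2, which held that count, its fitted log2 fold change was 10.18. The 16 matched clusters of other settings all called Hbegf higher, with smaller fold changes than in the class (1.53 to 3.82). Tnc fell (log2 fold change -1.36, standard error 0.25, adjusted p = 0.000782 from the same edgeR test) but was not past the threshold at equal cell numbers in edgeR (adjusted p = 0.102) and was higher in 11 of the 16 matched clusters, which called it lower in 2 and higher in 3 (-1.33 to 3.10). Wnt7b was lower in all 15 matched clusters that tested it (-3.18 to -1.22) and called in 11. Wnt3 was lower in the 9 that tested it (-1.95 to -0.72) and called in 1, and Fzd1 and Wnt4 were lower in all 16 (-1.64 to -0.0625 and -1.65 to -0.53) and called in 11 and 6. Gene levels alone do not give the interaction scores of the study.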

Further, BMP and canonical Wnt were predicted to be increased in communication between OB and IB cells (Fig. S4 B).

**Figure 5.**
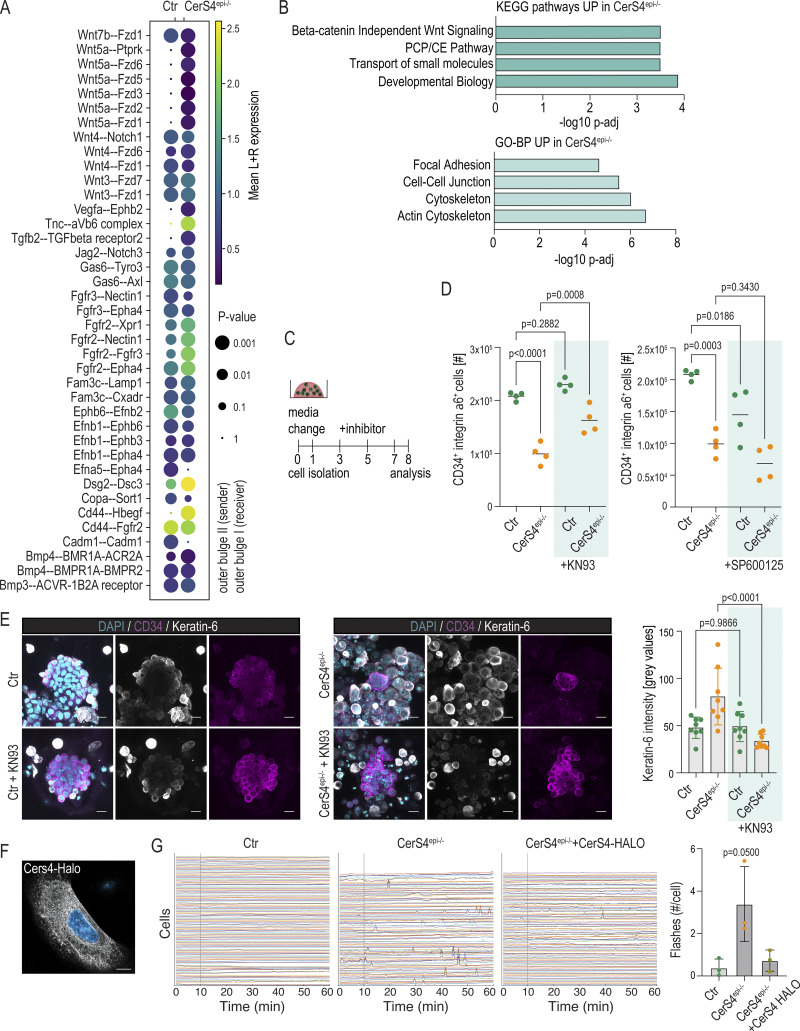
**Altered response to Wnt signaling drives abnormal stem cell states. (A)** Receptor–ligand interaction analyses from scRNAseq data of control (Ctr) and CerS4^epi−/−^ skin. Communication within OB cells is illustrated. Note altered Wnt signaling in CerS4^epi−/−^ OB. **(B)** KEGG- and GOBP-term enrichment analyses of differentially expressed genes in CerS4^epi−/−^ OB stem cells. **(C)** Experimental outline for noncanonical Wnt inhibition using 5 μM KN93 or 5 μM SP600125. **(D)** FACS-based quantification of HFSCs from Ctr and CerS4^epi−/−^ organoids treated with KN93 or SP600125. Note an increase in HFSCs in KN93-treated CerS4^epi−/−^ organoids and a decrease in HFSCs in SP600125-treated CerS4^epi−/−^ organoids (*n* = 4 mice/genotype, mean ± SD; unpaired *t* test). **(E)** Representative images and quantification of Ctr and CerS4^epi−/−^ organoids treated with KN93 and stained for keratin-6 (grey) and keratin-14 (magenta). Note decreased keratin-6 expression and increase of cell cohesion in KN93-treated CerS4^epi−/−^ organoids (scale bar 20 μm; *n* = 4 organoids/genotype; mean ± SD; unpaired *t* test). **(F)** Representative images of CerS4^epi−/−^ cells transfected with CerS4-HALO. Note localization in the endoplasmic reticulum. Scale bar 10 µm. **(G)** Normalized intensity tracks and quantification of single Ctr, CerS4^epi−/−^, and CerS4^epi−/−^ + CerS4-HALO keratinocytes imaged with Fluo-4 AM Ca^2+^ probe to identify oscillations. Grey straight line marks addition of 5 μM KN93. Note that enhanced oscillations were restored to control levels by rescuing CerS4 expression (*n* = 3 independent experiments with >30 cells/condition/experiment; mean ± SD; Kruskal–Wallis). PCP/CE = planar cell polarity/convergent extension.

Noncanonical Wnt is a multifaceted pathway characterized by two major downstream arms: the planar cell polarity/RhoGTPase/cJUN-N–terminal kinase (JNK) module and the calcium (Ca^2+^)/CaM-dependent kinase II (CaMKII)/PKC module (van Amerongen, 2012). 

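A set of noncanonical Wnt genes, written from the components of the β-catenin-independent pathways and planar cell polarity, was tested in the outer bulge-like cells, the class of 1 seed in 10. Over the 43 genes tested the median log2 fold change was 0.0881, with 24 higher in CerS4 epi-/- mice (adjusted p = 0.565, limma's camera), so no shift of the set was detectable. Its largest members were Fzd5, Fzd3 and Prkca, none past the threshold. Prkca rested on 2 control counts (ratio of summed counts 2.93, 95% exact binomial interval 0.774 to 24.8). With each mouse left out in turn the median ran from 0.0134 to 0.22. The 16 matched clusters of other settings called the set in none, with medians of -0.0930 to 0.11, below 0 in 10. The enrichment of KEGG and GO terms was not run here.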

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and GO-term analyses from differentially expressed genes in the OB indeed revealed that genes involved in β-catenin–independent Wnt signaling and Wnt/planar cell polarity pathways were enriched among genes upregulated in the CerS4-deficient OB (Fig. 5 B and Table S2). Also, components of the actin cytoskeleton, key transcriptional targets of noncanonical Wnt (Qin et al., 2023) were enriched in the CerS4-deficient OB (Fig. 5 B). In contrast, transcript levels of central canonical Wnt targets, including Axin2 and CyclinD, were not substantially altered (Fig. S4 C), whereas Lef1 and Tcf4 showed only moderately increased expression in CerS4^epi−/−^ OB cells (Fig. S4 D). 

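A set of actin cytoskeleton genes was higher in the outer bulge-like cells of CerS4 epi-/- mice, the class of 1 seed in 10. The median log2 fold change was 1.09 over 40 genes, of which 39 rose (adjusted p = 1.3e-26, limma's camera). Its largest members were Cald1, which is among the genes that define the cluster, Tpm1 (3.40) and Pdlim7. Pdlim7 rested on 1 control count (ratio of summed counts 9.52, 95% exact binomial interval 1.67 to 380.2). The set was past the threshold with each mouse left out (median 0.81 to 1.31) and in all 16 matched clusters (0.53 to 0.97). It was not past it under fry (adjusted p = 0.149, limma's fry) or with an estimated correlation (adjusted p = 0.267, limma's camera).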

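Axin2 (chromosome 11, 108811169 to 108841609 of GRCm39) was lower in the outer bulge-like cells of CerS4 epi-/- mice, at 79.7 ± 20.5 CPM in control and 5.98 ± 2.14 CPM in CerS4 epi-/- mice (SD, n = 2 mice each), from 16 and 10 counts (log2 fold change -3.71, standard error 0.59, adjusted p = 0.000173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In edgeR it lost the threshold at -3.40 without control replicate 1 (adjusted p = 0.0577), -4.06 without CerS4 epi-/- replicate 1 (adjusted p = 0.517) and -3.36 without CerS4 epi-/- replicate 2 (adjusted p = 0.749). The matched clusters of other settings called it in 1 of 16, with log2 fold changes of -2.07 to 0.0777, and the class itself was named with 1 seed in 10. Ccnd1, which encodes cyclin D1 (chromosome 7, 144483668 to 144493662), stood at 112 ± 11.2 CPM in control and 144 ± 45.3 CPM in CerS4 epi-/- mice (SD, n = 2 each; log2 fold change 0.38, standard error 0.36, adjusted p = 0.650 from the same edgeR test). Of the 16 matched clusters, 1 called Ccnd1 higher. Tcf4 (chromosome 18, 69476427 to 69822150) stood at 153 ± 29.6 CPM in control and 173 ± 14.5 CPM in CerS4 epi-/- mice (SD, n = 2 each; log2 fold change 0.19, standard error 0.30, adjusted p = 0.818 from the same edgeR test), while 9 of the 16 matched clusters called it higher. Tcf4 is here the gene of that symbol in the files, and not Tcf7l2, whose protein is also called TCF4. Lef1 had 0 counts in the outer bulge-like cells of every mouse, which allows up to 15.2 CPM over the control cells. The CerS4 epi-/- sums were deeper, at 873525 and 1010577 counts against 105409 and 91726 in control, so their limit is lower. No rise above the control limit was seen, and a change below it was not detectable. The whole set of 7 tested canonical Wnt targets had a median log2 fold change of -1.39 (adjusted p = 0.0155, limma's camera) and a mean of -1.03. It was not past the threshold in 3 fits with a mouse left out, with medians of -0.86 without control replicate 2 (adjusted p = 0.182, limma's camera), -0.97 without CerS4 epi-/- replicate 1 (adjusted p = 0.320, limma's camera) and -0.57 without CerS4 epi-/- replicate 2 (adjusted p = 0.264, limma's camera), and was called in none of the 16 matched clusters.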

Immunofluorescence analysis of back skin confirmed an increase in Lef1 protein levels in CerS4^epi−/−^ OB stem cells in vivo (Fig. S4 E). As Lef/Tcf and Wnt–β-catenin pathways may act antagonistically or cooperatively, and Tcf4 acts as a repressor of β-catenin in the hair follicle (Tang et al., 2008; Nguyen et al., 2009), we proceeded to directly test the role of noncanonical and canonical Wnt in CerS4-deficient cells. We first manipulated noncanonical Wnt by inhibiting the CaMKII and JNK arms of the pathways using specific inhibitors KN93 (5 µM) and SP600125 (5 µM), respectively (Brown and Bayer, 2024, Castro-Torres et al., 2024). Flow cytometry–mediated quantification of HFSC (CD34^+^/integrin α6^+^) and progenitor (CD34^−^/integrin α6^+^) numbers in control organoids revealed no change in response to inhibiting JNK (Fig. 5, C and D). In contrast, inhibiting specifically the noncanonical Wnt/Ca^2+^–CaMKII pathway was sufficient to prevent stem cell loss in CerS4^epi−/−^ -derived organoids (Fig. 5, C and D). Consistently, immunofluorescence analyses revealed that inhibition of the noncanonical Wnt/Ca^2+^ pathway was sufficient to prevent expression of keratin-6 in the CerS4^epi−/−^ HFSC organoids (Fig. 5 E).

To test the role of canonical Wnt, we increased Wnt activity in HFSC organoids by treating them with Chir99021 (1 µM), a small molecule inhibitor of the glycogen synthase kinase 3, an essential canonical Wnt inhibitor (Fig. S4 F). FACS quantification of HFSC (CD34^+^/integrin α6^+^) and progenitor (CD34^−^/integrin α6^+^) numbers in control organoids revealed no change in HFSCs but a clear decrease in progenitor cell numbers triggered by high Wnt (Fig. S4 G). These data indicate that these control progenitors, but not HFSCs respond to increased Wnt by increased differentiation and associated cell cycle exit. Interestingly, the number of CerS4-deficient stem cells was strongly reduced upon activation of Wnt, while the progenitor response was similar to controls (Fig. S4 G). Immunofluorescence analyses revealed a Wnt-induced increase in *Sox9* expression in CD34hi control HFSCs, as expected (Fig. S4 H). Consistent with their higher sensitivity to Wnt, CerS4-deficient HFSCs responded to the increased Wnt with a stronger increase in *Sox9* expression (Fig. S4 H). Further, CerS4^epi−/−^ organoids showed a decrease in compactness and increased *Krt6* expression throughout the organoid (Fig. S4 I), explaining the differences seen in HFSC (CD34^+^/integrin α6^+^) and progenitor (CD34^−^/integrin α6^+^) numbers in flow cytometry-mediated quantification (Fig. S4 I).

To understand how CerS4 could be controlling both canonical Wnt and noncanonical Wnt/Ca^2+^ signaling, we analyzed CerS4 localization by expressing HALO-tagged CerS4 in isolated primary CerS4^epi−/−^ keratinocytes. As reported (Riebeling et al., 2003), CerS4 was mainly found localized in the endoplasmic reticulum that controls intracellular Ca^2+^ release (Fig. 5 F). We thus hypothesized that CerS4 regulates intracellular Ca^2+^ release. Live imaging analyses of Ca^2+^ oscillations revealed increased spontaneous Ca^2+^ oscillations compared to control cells (Fig. 5 G). These enhanced Ca^2+^ oscillations were restored to control levels by rescuing CerS4 expression in the CerS4^epi−/−^ keratinocytes (Fig. 5 F and Video 1). As expected, these oscillations were upstream of CaMKII signaling, as adding KN93 to the cells did not attenuate Ca^2+^ flashes (Video 1).

**Video 1.** **Representative movie of** **control (Ctr)** **, CerS4** ^**epi−/−**^ **, and CerS4** ^**epi−/−**^ **cells transfected with CerS4-HALO imaged with Fluo-4 AM Ca** ^**2+**^ **probe to identify oscillations.** 5 μM KN93 was added at 10 min. Note that enhanced oscillations were upstream of CaMKII signaling restored to control levels by rescuing CerS4 expression. Images were aquired at 30 frames/second. Scale bars 10 μm.

Collectively, these data show that in CerS4^epi−/−^ HFSCs there is an increased noncanonical Wnt/Ca^2+^ activity that triggers stem cell differentiation through CaMKII activity. The data further suggest that due to this differentiated state, the stem cells are sensitized to canonical Wnt, further enhancing differentiation, collectively explaining the observed inefficient establishment and gradual depletion of bulge HFSCs ex vivo and in CerS4-deficient mice.

### Deletion of Cers4 leads to inflammatory alterations resembling human AD

CerS4 deletion in mice showed macroscopic and histological characteristics of an AD-like eczema (Peters et al., 2020). We next tested whether this phenotype may be secondary to CerS4 deficiency-related impaired HFSC dynamics. AD is associated with immune dysregulation, particularly a Th2 dominance (Weidinger et al., 2018). Innate lymphoid cells type 2 (ILC2) represent a subset of innate lymphoid cells (Neill et al., 2010) that can promote allergic inflammation at multiple barrier organs (Vivier et al., 2018). ILC2 can be activated by signals from the epidermis to promote the differentiation of Th2 cells, eventually amplifying Th2 responses (Salimi et al., 2013). Hence, we investigated immune cell populations in CerS4^epi−/−^ skin at the time point when hair follicle abnormalities were present but changes in IFE architecture and an increased transepidermal water loss (Peters et al., 2020) were only beginning to emerge.

Immunofluorescence analyses of back skin sections from P19, P21, and P58 mice showed no difference in CD45^+^ leukocyte numbers and localization when comparing the CerS4^epi−/−^ to control skin, indicating no difference in overall immune cell numbers in CerS4^epi−/−^ skin (Fig. S5 A). Consistently, FACS analyses revealed no differences in CD45^+^ leucocytes in CerS4^epi−/−^ mice at P44. To be able to determine immune cell subsets based on their surface protein expression, the B cell and TC lineage was stained using antibodies against CD3^+^, CD19^+^, TCRβ^+^, TCRγδ^+^, CD5^+^, and FCeR1^+^ and gated as linage positive or negative. Analysis of immune cell subsets showed a slight increase in Th2 cells (viable CD45^+^ cells, CD4^+^, and GATA3^+^) and an increase in ILC2 (viable CD45^+^ cells, lineage^−^, Nkp46^−^, CD90.2^+^, and GATA3^+^) in CerS4^epi−/−^ skin (Fig. 6 A). No alterations in CD4^+^ (viable CD45^+^ cells and CD4^+^ cells), ILC1 (viable CD45^+^ cells, linage^−^, Eomes^−^, CD11b^−^, and Rorγt^−^), ILC3 (viable CD45^+^ cells, linage^−^, Rorγt^+^, and Nkp46^−^), Th17 (viable CD45^+^ cells, CD4^+^ cells, and Rorγt^−^), and natural killer cells (viable CD45^+^ cells, linage^−^, and Nkp46^+^) were observed (Fig. 6 A). The data indicate a shift toward a Th2 dominance in CerS4^epi−/−^ mice, associated with increased ILC2 cell numbers.

**Figure S5.**
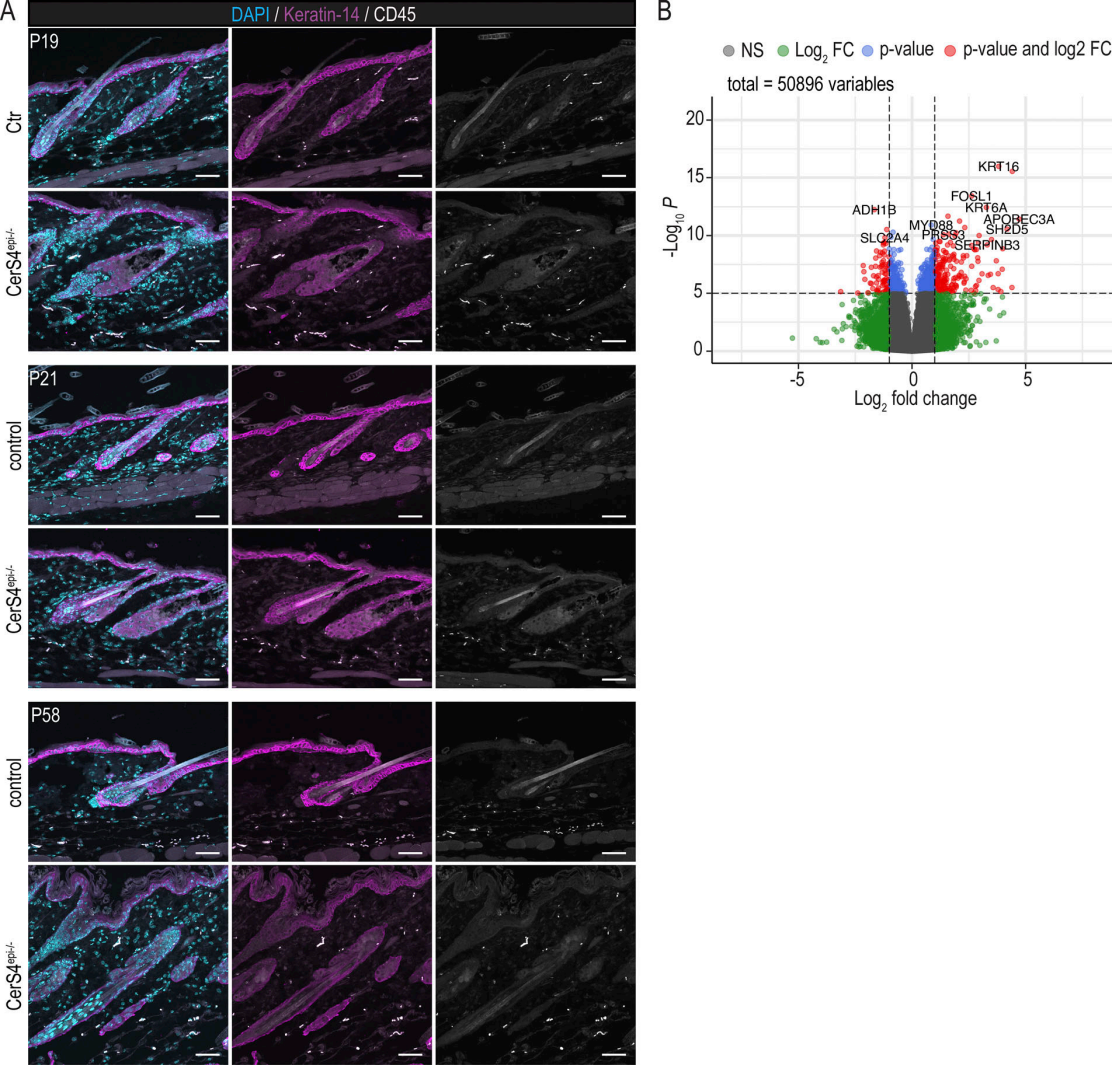
**Analyses of CD45-positive cells in CerS4-deficient mouse skin and differential gene experssion analyses in atopic dermatitis patient skin. (A)** Representative images of P19, P21, and P58 Ctr and CerS4^epi−/−^ back skin sections stained for CD45 (grey) and keratin-14 (magenta). Scale bars 50 µm. **(B)** Differential gene expression of 20 patients diagnosed with AD. Positive values indicate genes that are upregulated in lesional skin and negative values indicate genes that are upregulated in non-lesional skin from Federico et al. (2020). NS = not significant; FC = fold change.

**Figure 6.**
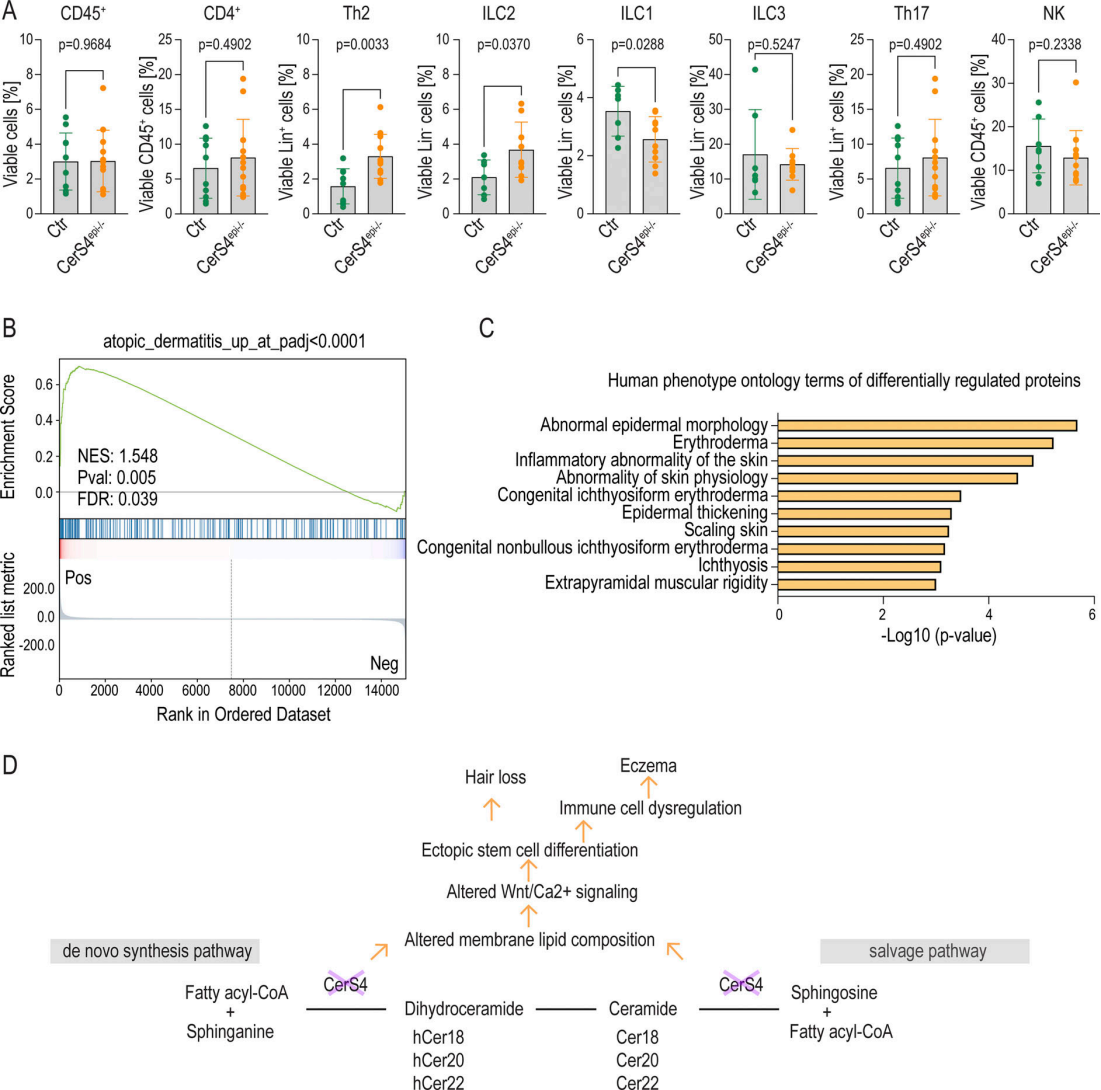
**Deletion of Cers4 leads to inflammatory alterations resembling human AD. (A)** FACS analysis of CD45, CD4^+^, Th2, ILC2, ILC1, ILC3, Th17, and natural killer (NK) cells in control (Ctr) and CerS4^epi−/−^ ears (Ctr = 10, CerS4^epi−/−^ = 12 mice/genotype, mean ± SD; unpaired *t* test). **(B)** GSEA of transcriptional profiles from patients diagnosed with AD (Federico et al., 2020) in differentially expressed genes in Ctr and CerS4^epi−/−^ skin. NES, normalized enrichment score. **(C)** Annotation enrichment analysis of in human phenotype ontology terms in differentially expressed proteins in Ctr and CerS4^epi−/−^ organoids. **(D)** Model of how CerS4 deletion in HFSCs leads to hair loss and eczema.

This AD-like inflammatory profile prompted us to investigate if CerS4 deletion would trigger gene expression alterations that share features found in human AD. To this end, we compared data from CerS4^epi−/−^ skin with ortholog transcriptional profiles of 20 patients diagnosed with AD (Federico et al., 2020). GSEA of the healthy versus affected human skin areas compared with CerS4^epi−/−^ skin revealed an overlapping transcriptional profile of involved skin of patients with AD and CerS4^epi−/−^ skin (Fig. 6 B and Fig. S5 B). 

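The data of the patients were not analysed here, so the overlap of the profiles was not tested. The mouse side was read from a set of genes of inflamed keratinocytes. This set shares Krt6a, Krt6b and Krt16 with the IB set, Krt17 and Sprr1a with the uHF set and Fabp5 with the SG set. Klk6 is also among the derived uHF genes, and the study names Krt6a and Sprr1a from these mice. The set therefore does not tell inflammation apart from those follicle genes. Counts were summed over all cells of each mouse, so they also move with the shares of the classes. The median log2 fold change was 1.61 over 25 genes, of which 20 were higher in CerS4 epi-/- mice (adjusted p = 1.1e-20, limma's camera). The range with each mouse left out was 1.46 to 1.82, past the threshold each time. The set was not past the threshold under fry (adjusted p = 0.0880, limma's fry) or with an estimated correlation (adjusted p = 0.158, limma's camera). Within the IFE-like cells the median was 0.72 over 24 genes, of which 19 rose (adjusted p = 1.6e-13, limma's camera), and within the upper hair follicle-like cells 1.25 over 21 genes, of which 20 rose (adjusted p = 2.1e-18, limma's camera). Both were past the threshold with each mouse left out, at 0.49 to 1.22 in IFE-like cells, highest without CerS4 epi-/- replicate 2, and 1.44 to 2.43 in upper hair follicle-like cells, highest without control replicate 1. Under fry the set was past it in the upper hair follicle-like cells (adjusted p = 0.0205, limma's fry) and not in the IFE-like cells (adjusted p = 0.0527, limma's fry), and with an estimated correlation in neither (adjusted p = 0.111 and 0.131, limma's camera).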

The data indicate that CerS4^epi−/−^ mice in vivo mimic transcriptional characteristics of human AD. Finally, we asked if these changes are related to altered HFSC function. Mining the Human Phenotype Ontology database with the differential protein expression dataset from control and CerS4^epi−/−^ organoids revealed erythroderma, epidermal acanthosis, abnormal epidermal morphology, and inflammatory abnormality of the skin as the most prominent hits (Fig. 6 C and Table S3), where erythroderma describes exacerbation of an underlying skin disease, such as AD. Collectively, these data indicate that cell-autonomous defects in HFSC homeostasis induced by loss of CerS4 trigger a transcriptional signature, a HFSC intrinsic protein expression profile, and a Th2-dominated immune phenotype that shares features with human AD.

## Discussion

Emerging evidence suggests that lipid metabolism plays a fundamental role in stem cell homeostasis (van Gastel et al., 2020), but the mechanisms remain unclear. Our study shows that a specific ceramide profile is required for the establishment of an adult stem cell compartment, the bulge HFSCs. Deletion of the ceramide synthase CerS4 that is specifically expressed by the hair follicle cells led to dysregulation of cell fate trajectories, where cells were routed toward uHF and IB identities instead of HFSCs. Mechanistically, the hair follicle cells show altered ceramide and sphingomyelin profiles, associated with aberrant noncanonical Wnt signaling. The inability to establish the HFSC compartment leads to progressive alopecia and strikingly, a transcriptional signature, a keratinocyte intrinsic protein expression profile, and a Th2-dominated immune phenotype that shares features of human AD.

The finding that CerS4 expression was restricted to the hair follicle where it regulated a specific cell fate transition of HFSCs indicates that stem cells require establishment and dynamic maintenance of a specific CerS4-dependent lipid profile to facilitate cell type–specific signaling. Our in vivo and organoid data point to a cell-autonomous defect in Wnt/Ca^2+^ signaling as the mechanism for altered stem cell differentiation. Wnt signaling is essential for establishing the hair follicle compartment and for proper regulation of HFSCs. The proper regulation of both canonical and noncanonical Wnt signaling is crucial for maintaining the balance between stem cell proliferation and differentiation. The canonical Wnt pathway is particularly important in the context of HFSC development, where Wnt signaling needs to be attenuated to allow establishment of HFSCs. Elevation of Wnt/β-catenin signaling abolishes HFSC specification and attenuates HFSC marker expression (Xu et al., 2015). Further, the Wnt pathway is important during homeostatic tissue maintenance in the context of hair follicle cycling, where Wnt signaling is known to play a role in the activation of HFSCs during the anagen (growth) phase, whereas it is not required to maintain HFSC identity. In contrast, noncanonical Wnt has been shown to be required for maintenance of the HFSC identity (Veltri et al., 2018). Further, noncanonical Wnt has been shown to attenuate canonical Wnt activity (van Amerongen et al., 2012). Our findings are consistent with this previous work as we observe hyperactivity of noncanonical Wnt that leads to a dual effect of aberrant HFSC differentiation but also attenuated proliferation when stimulated to expand in the organoids. In addition, the finding that CerS4-deficient cells are sensitized to canonical Wnt inhibition compared with control cells in the organoids suggests that the hyperactive noncanonical Wnt axis could be further suppressing canonical Wnt activity in activated HFSCs. The fact that no major differences in canonical Wnt is observed in vivo could be expected based on previous observations showing that this pathway is not active in the telogen phase of the hair cycle (Niemann et al., 2002; Plikus et al., 2008; Lien et al., 2014).

Ca^2+^ is a central second messenger in the noncanonical Wnt pathway, as well as in the antagonism between the canonical and noncanonical pathways, where activation of noncanonical Wnt elevates intracellular Ca^2+^, whereas elevating intracellular Ca^2+^ inhibits β-catenin–dependent signaling (Kohn and Moon, 2005). Also, ceramides have been proposed to function as second messengers through mechanisms that are unclear but are thought to involve changes in local membrane structure: changes in molecular order and domain formation, phase destabilization and membrane fusion, membrane permeability, and a transbilayer lipid movement (Venkataraman and Futerman, 2000). While the mechanistic details of how altered ceramide and sphingomyelin profiles lead to dysregulated Ca^2+^ signaling are unclear, it is well known that both membrane morphology composition are critical for Wnt and Ca^2+^ activity (van Meer et al., 2008; Pinot et al., 2014; Harayama and Riezman, 2018). High resolution in vitro studies of membrane dynamics are now required to understand the role of CerS4 in regulating the dynamics of intracellular Ca^2+^ release and signaling.

We had previously reported that deletion of CerS4 led to an eczema-like phenotype, but the molecular and cellular mechanisms were unclear (Peters et al., 2020). We now find that CerS4 expression is restricted to the hair follicle, and the inability of establishment of the HFSC compartment is the first phenotype to be detected in the CerS4-deficient mice. Intriguingly, the mice gradually develop eczema, implicating the HFSC compartment as a key component of the epidermal barrier. Ultrastructural analyses have demonstrated that a large fraction of the skin normal flora resides in hair follicle openings, indicating that hair follicles, in addition to the IFE, are mediators of immune tolerance toward the microbiome (Chen et al., 2018). It is known that a specialized microenvironment within hair follicles shields the resident stem cells from immune system surveillance and attack, leading to the HFSC barrier being immune privileged. The immune privilege is attributed to the presence of immunosuppressive “no danger” signals, local immune-regulatory cells, and the physical seclusion provided by the follicular structure (Christoph et al., 2000; Wang et al., 2014; Agudo et al., 2018). In that respect, it is interesting to note that the altered stem cell differentiation in CerS4-deficient HFSCs was associated with reduced expression of immuno-modulatory proteins. Additional mechanistic studies are required to understand the impact of impaired HFSC compartment establishment on both the initiation and maintenance of immune tolerance, as this is crucial for unraveling drivers of Th2-driven barrier diseases such as AD, allergic reactions, and asthma.

## Materials and methods

### Mice

C57BL/6N mice with floxed CerS4 alleles were generated in cooperation with Taconic Artemis. CerS4 complete knockout mice were generated as described before (Peters et al., 2015). To achieve epidermis-specific deletion, CerS4^fl/fl^ mice were crossed to K14-Cre mice (Hafner et al., 2004; Peters et al., 2015). To achieve SG-specific deletion, CerS4^fl/fl^ mice were crossed to SCD3-Cre mice (Dahlhoff et al., 2016). To achieve HFSC-specific deletion CerS4^fl/wt^ mice were crossed to Lgr5eGFP-CreERT2 mice (Jaks et al., 2008). To lineage trace Lgr5 progeny CerS4^fl/wt^ Lgr5eGFP-CreERT2 mice were crossed to ROSA26 lacZ mice (Friedrich and Soriano, 1991). Experiments were performed with CerS4^fl/fl^K14Cre^+^ (termed: CerS4^epi−/−^), CerS4^fl/fl^SCD3-Cre^+^(termed: CerS4^SG−/−^), CerS4^fl/fl^K14Cre^−^, and CerS4^fl/fl^SCD3-Cre^−^ (termed: control), as well as with CerS4^fl/fl^Lgr5Cre^+^ROSA26 lacZ^fl/fl^ and CerS4^wt/wt^Lgr5Cre^+^ROSA26 lacZ^fl/fl^ male and female littermates at the indicated P.

### Immunofluorescence and immunohistochemistry

Tissue biopsies were fixed with 4% PFA in PBS, embedded in paraffin, and sectioned. For hematoxylin-eosin (H/E) staining, sections were deparaffinized using a graded alcohol series, and staining was performed using standard protocols with Mayer’s hematoxylin and eosin solutions (both from Sigma-Aldrich). The sections were mounted with xylene-based mounting medium (Entellan; Sigma-Aldrich) and imaged using an Olympus CKX53 brightfield microscope equipped with an Olympus EP50 camera and a 20× air objective. Image acquisition was controlled by Olympus cellSens softaware (v4.2); images were obtained at room temperature (RT).

For immunofluorescence, sections were deparaffinized using a graded alcohol series, blocked in 10% normal goat serum, and incubated with primary antibodies diluted in Dako Antibody Diluent over night at 4°C. Bound primary antibody was detected by incubation with Alexa Fluor 488– or Alexa Fluor 568–conjugated antibodies (Invitrogen). Nuclei were counterstained with DAPI (Invitrogen). After washing, slides were mounted in Elvanol. The following antibodies were used: keratin-14 (#GP-CK14; Progen), keratin-6 (#prb-169P; Covance), Lhx2 (#ab184337; Abcam), Lef1 (#2230S; Cell Signaling), keratin-15 (#NBP3–23918; Novus Biologicals), anti-BrdU (#B2531; Merck), and CD45 (#12–0451; eBioscienc2).

Organoid cultures were rinsed once in PBS, followed by fixation with 2% PFA in PBS for 30 min at RT. Fixed cells were rinsed three times with 100 mM glycine and PBS, then permeabilized and blocked for 2 h at 37°C in 0.3% Triton X-100 and 5% BSA in PBS. Cells were stained with primary antibodies in 0.3% Triton X-100 and 1% BSA in PBS overnight at RT. Secondary, fluorescent antibodies were used to detect primary antibody binding, and nuclei were visualized with DAPI. Slides were mounted with Elvanol mounting medium. The following antibodies were used: SOX9 (sc-166505; Santa Cruz Biotechnology), keratin-6 (prb-169P; Convance), and CD34 (14-0341; eBioscience). Secondary antibodies anti-mouse Alexa Fluor 488 (Invitrogen) and anti-rabbit Alexa Fluor 568 (Invitrogen).

All fluorescence images were collected by laser scanning confocal microscopy (LSM980; Zeiss) controlled by ZEN software (version 3.7), using 40× dry or 63× immersion objectives. Images were acquired at RT using sequential scanning of frames, after which planes were projected as a maximum intensity confocal stack. Images were collected with the same settings for all samples within an experiment. Image processing (linear brightness and contrast enhancement) was performed with Fiji Software version 2.9.0 and Adobe Photoshop CS5.

### scRNAseq

Back skin of P19 female mice (two mice/genotype) were dissected, and single-cell suspensions were generated by digesting cells in a mixture of DNAse I (40 µg/ml), Liberase (0.125 mg/ml; Roche Cat. NO. 05401119001), and papain (30 U/ml; Worthington Cat. NO. LK003150) in minimum essential medium eagle, spinner modification (S-MEM) (Gibco) for 60 min at 37°C. After washing with ice-cold S-MEM, single cells were counted using Luna-II automated cell counter (Logos Biosystems), labeled with Mouse Immune Single-Cell Multiplexing Kit (BD), and loaded on a microwell cartridge of the BD Rhapsody Express system (BD) following the manufacturer’s instructions. Single-cell whole transcriptome analysis libraries were prepared according to the manufacturer’s instructions using BD Rhapsody WTA Reagent kit (633802; BD) and sequenced on the Illumina NextSeq 500 using High Output Kit v2.5 (150 cycles; Illumina) for 2  × 75-bp paired-end reads with 8-bp single index aiming sequencing depth of >20,000 reads per cell for each sample.

Raw FASTQ reads were quality trimmed using fastp (version 0.23.2 length cutoff 20, quality cutoff 15). Adapter trimming was disabled due to the presence of BD Rhapsody multiplexing sequences. The unique molecular identifier (UMI), complex barcode, and sample tags were extracted and demultiplexed using custom scripts. Reads were mapped to the mouse reference genome version GRCm39, with Gencode annotations vM29, filtered for protein-coding genes and long non-coding RNAs (lncRNAs), using STAR version 2.7.10a (Dobin et al., 2013) (--soloType Droplet–soloCellFilter None–soloFeatures GeneFull_Ex50pAS–soloCBstart 1–soloCBlen 27–soloUMIstart 28–soloUMIlen 8–soloCBwhitelist rhapsody_whitelist.txt–soloMultiMappers EM).

Raw counts were imported as AnnData (Virshup et al., 2021, *Preprint*) objects. We removed low complexity barcodes with the knee plot method (<1,200 counts per cell) and further filtered out cells with a high mitochondrial mRNA percentage (>20%). Doublets were predicted with scrublet (Wolock et al., 2019). Finally, each sample’s gene expression matrix was normalized using scran (1.22.1 [Lun et al., 2016]) with Leiden clustering (Traag et al., 2019) input at resolution 0.5. At this stage samples were merged with scanpy (1.9.1 [Wolf et al., 2018]). For 2D embedding, the expression matrix was subset to the 3,000 most highly variable genes (sc.pp.highly_variable_genes, flavor “seurat”). The top 100 principal components were calculated and batch-corrected using Harmony (0.0.5 [Korsunsky et al., 2019]). The principal components served as basis for k-nearest neighbor calculation (sc.pp.neighbors, *n*_neighbors = 30), which were used as input for Uniform Manifold Approximation and Projection (UMAP) (McInnes et al., 2018, *Preprint*) layout (sc.tl.umap, min_dist = 0.3). Leiden clustering at resolution 0.8 was used to annotate cell clusters based on previously published marker genes (Joost et al., 2016).

### Pseudobulk differential expression analysis (DEA)

To compare gene expression between control and CerS4^epi−/−^ conditions, we performed “pseudobulk” DEA (Squair et al., 2021) on the scRNAseq dataset. First, cells were randomly divided into two pseudoreplicates, and raw expression counts of cells belonging to the same pseudoreplicate were aggregated for each gene. Pseudobulk data were imported into R, and DEA was run using the Wald test for generalized linear model (GLM) coefficients implemented in the DESeq2 package (1.34.7 [Love et al., 2014]). P-values were adjusted for multiple testing using independent hypothesis weighting (1.22.0 [Ignatiadis et al., 2016]).

### Trajectory and pseudotime analysis

Lineage trees were calculated independently for control and CerS4^epi−/−^ using SlingShot (2.2.1 [Street et al., 2018]), with the starting cluster chosen as IB. Clusters Langerhans cells and TC were excluded from the analysis. Diffusion pseudotime (Haghverdi et al., 2016; Wolf et al., 2019) was calculated using the scanpy (1.9.1 [Wolf et al., 2018]) functions “sc.tl.diffmap” and “sc.tl.dpt” on an AnnData subset of the clusters: IB, OB1, OB2, uHF1, uHF2, and uHF3. The starting cell was chosen from the IB cluster. Pseudotime expression profiles were generated by binning cells according to diffusion pseudotime into 200 bins, and plotting the average normalized expression × alongside a 95% confidence interval (±1.96 * sd[x]/sqrt[x]). Cluster labels and colors are assigned based on a “majority vote” of cells in each bin.

### Ligand–receptor interactions

CellphoneDB (2.1.4 [Efremova et al., 2020]) was used to calculate ligand–receptor interactions independently on the control and CerS4^epi−/−^ conditions (“cellphonedb method statistical_analysis --counts-data hgnc_symbol”). Gene symbols were converted to their human orthologs using Ensembl BioMart (Martin et al., 2023).

### Gene expression comparisons and gene set enrichment

We obtained raw RNA counts from (Suárez-Fariñas et al., 2015) and ran DEA using the Wald test for generalized linear models (GLM) coefficients implemented in the DESeq2 package (1.34.7 [Love et al., 2014]) to compare lesional versus non-lesional samples. P-values were adjusted for multiple testing using independent hypothesis weighting (1.22.0 [Ignatiadis et al., 2016]).

For gene set enrichment, we ranked differential expression results by −log10 (P-value) prefixed with the sign of the log-fold change and used GSEApy (0.10.8 [Fang et al., 2023]) “prerank” to calculate the enrichment statistics on various gene sets. Proteomics differential expression results were tested for enrichment against the marker gene sets from Table S2 in Joost et al. (2016). To compare AD genes to the gene expression changes in CerS4^epi−/−^ versus control, we selected differentially expressed genes from the lesional versus non-lesional comparison in the AD data (see above) using an adjusted P-value cutoff of 0.0001. Mouse gene symbols were then converted to human gene symbols using Ensembl BioMart (Martin et al., 2023) orthologs.

### HFSC organoid culture

HFSC organoids were cultured essentially as described previously (Chacón-Martínez et al., 2017). Briefly, epidermal progenitors were isolated from back skin of P19 mice by incubating skin pieces in 0.5% trypsin (Gibco) for 50 min at 37°C. After separating the epidermis from the underlying dermis, cells were passed through 70-μm cell strainer (BD Biosciences) and pelleted at 900 rpm for 3 min. For 3D culture, 8 × 10^4^ cells were suspended in 20 μl ice-cold 1:1 mixture of keratinocyte growth medium (KGM; S-MEM [Sigma-Aldrich], 5 µg/ml insulin [Sigma-Aldrich], 10 ng/ml EGF [Sigma-Aldrich], 10 µg/ml transferrin [Sigma-Aldrich], 10 µM phosphoethanolamine [Sigma-Aldrich], 10 µM ethanolamine [Sigma-Aldrich], 0.36 µg/ml hydrocortisone [Calbiochem], 2 mM glutamine [Gibco], 100 U/ml penicillin and 100 µg/ml streptomycin [Gibco], 10% chelated fetal calf serum [Gibco], 5 µM Y27632, 20 ng/ml mouse recombinant VEGF, and 20 ng/ml human recombinant FGF-2 [all from Miltenyi Biotec]) and growth factor-reduced Matrigel (Corning) that was dispensed as a droplet in 24-well cell culture dishes. The suspension was allowed to solidify for 30 min after which it was overlaid with 500 μl medium. All cultures were incubated at 37°C, 5% CO_2_. Medium was exchanged the next day after initial seeding and thereafter every second day. Chir99021 (# SML1046; Sigma-Aldrich), KN93 (# K1385; Sigma-Aldrich), and SP600125 (#S5567; Sigma-Aldrich) were added where indicated.

### Flow cytometry

Single-cell suspensions were prepared from murine back skin as described above or from organoid cultures by mechanical homogenization and incubation in 0.5% trypsin (Gibco) and 0.5 mM EDTA for 10 min at 37°C. Cells were rinsed once with KGM and stained with fluorescently labeled antibodies for 30 min on ice. After two washes with FACS Buffer (2% fetal calf serum, 2 mM EDTA in PBS), cells were analyzed in a BD FACSCanto II or sorted in either a BD FACSAria II or a BD FACSAria Fusion. Data were analyzed using FlowJo software version 10.9. Expression of cell surface markers was analyzed on live cells after exclusion of cell doublets and dead cells using 7AAD (eBioscience), DAPI (Sigma-Aldrich), or fixable viability dye 405 (eBiosciences). Apoptotic cells were labeled with Alexa Fluor 555–Annexin V (Invitrogen). The following antibodies were used: eFluor660-or FITC-CD34 (clone RAM34; eBioscience), and PE-Cy7-or FITC-α6 integrin (clone GoH3; eBioscience).

Immune cell FACS was performed from ear skin from which cells were isolated using DNAse I 40 µg/ml (11284932001; Roche) and 20 U/ml Collagenase Type I Worthington (LS0004194) for 90 min at 37°C in RPMI1640, followed by gentleMACS tissue dissociation using gentleMACS C tubes and subsequent separation using 70-µm cell strainers. After centrifugation at 300 *g*, 4°C, for 10 min, cells were resuspended in 500 μl PBS containing 2% FBS.

The following antibodies were used: Fc Block (14-0161-86; Invitrogen), live/dead eF780 (65-0865-14; Invitrogen), CD45 FITC (103108; BioLegend), Gata3 PE (12-9966-42; eBioscience), NKp46 eF710 (46-3351-82; eBioscience), CD4 PE-Cy7 (100421; BioLegend), Eomes eF660 (50-4875-82; eBioscience), CD90.2 AF700 (105320; BioLegend), Rorγt BV421 (562894; BD Biosciences), CD25 BV 605 (563061; BD Biosciences), CD11b super bright 702 (67-0112-82; eBioscience), CD3 biotin (344820; BioLegend), CD19 biotin (115504; BioLegend), TCRb biotin (109204; BioLegend), TCRgd biotin (13-5711-82; eBioscience), CD5 biotin (BioLegend [100604], FCeR1 biotin [134304; BioLegend], and SA V510 anti-biotin [405234; BioLegend]).

### EdU incorporation

Organoids were grown in the presence or absence of 9.4 μm EdU (Thermo Fisher Scientific) for 24 h before analysis. After preparing single-cell suspensions, cells were stained with a fixable viability dye eFluor405 followed by antibody staining before fixation in 2% PFA for 10 min at RT. Cells were subsequently permeabilized in 0.025% Triton X-100, PBS for 10 min, and incubated 30 min in EdU reaction cocktail (100 mM Tris, pH 8.5, 1 mM CuSO_4_, 0.5 μM Alexa Fluor 594-Azide [Thermo Fisher Scientific], and 100 mM ascorbic acid). After two washes with PBS, cells were analyzed by flow cytometry as described above.

### BrdU incorporation

For short-term BrdU-pulse experiments, mice were injected i.p. with 25 µg/mg bodyweight BrdU (#B5002; Merck) 30 min before scarification. Tissue biopsies were fixed (4% PFA), embedded in paraffin, sectioned, and stained as described above. Images were obtained as described above.

### RNAscope

Paraffin-embedded skin sections were prepared as described above. Sections were labeled using the RNAscope Multiplex Fluorescent Detection Kit v2 (# 323100; ACDBio). A20zzz probe of murine CerS4 mRNA was designed by the ACD Probe Design Team. The Opal 520 Reagent Pack (FP1487001KT; Akoya Biosciences) was used in a dilution of 1:1,000 for the fluorophore step to develop the channel associated with the CerS4 probe. Nuclei were counterstained with DAPI (Sigma-Aldrich). Slides were mounted with Elvanol mounting medium and imaged as described above.

### qRT-PCR

RNA was isolated using RNeasy Plus Mini Kit (QIAGEN). 500 ng of RNA was subjected to RT using SuperScript IV VILO Master Mix (Thermo Fisher Scientific) following the manufacturer’s protocol. PCR was performed with Scientific QuantStudio 5 and 7 Real-Time PCR System (Thermo Fisher Scientific) using the DyNAmo Color Flash SYBR Green Mix (Thermo Fisher Scientific). Gene expression was quantified using the ΔΔCt method using normalization to GAPDH. Primer sequences were as previously reported (Peters et al., 2015).

### Lineage tracing using Lgr5eGFP-CreERT2

To achieve inducible deletion of CerS4 and simultaneous expression of β-galactosidase in Lgr5^+^ stem cells, CerS4^fl/fl^ mice were crossed with Lgr5-EGFP-Ires-CreERT2 (Jaks et al., 2008) mice and Rosa26R-Lacz Cre reporter mice (Friedrich and Soriano 1991). Cre recombinase was activated by injecting 10 mg tamoxifen (T5648; Sigma-Aldrich) dissolved in 50 μl sunflower oil (S5007; Sigma-Aldrich) i.p. for seven consecutive days starting at P21. Mice were analyzed at P85.

Back skins were fixed in 0.2% glutaraldehyde and 2% PFA in PBS at 4°C for 30 min, and then washed with 0.1% NP-40, 2 mM MgCl_2_ in PBS once. The fixed skins were stained with 1 mg/ml X-Gal, 5 mM K3Fe(CN), 5 mM K4Fe(CN) in 0.1% NP-40, 2 mM MgCl_2_ in PBS for 24 h, then washed three times for 10 min in 0.1%NP-40, 2 mM MgCl_2_ in PBS, and then embedded in paraffin. Paraffin sections were deparaffinized and rehydrated in xylene, isopropanol, 95% ethanol, 75% ethanol, and 50% ethanol each for 5 min. Sections were stained with nuclear fast red for 10 min and rinse briefly in double distilled water (ddH_2_O). Sections were dehydrated in 50% ethanol, 75% ethanol, 95% ethanol, and isopropanol each for 10 s, and cleared in two changes of xylene for 10 s each. The sections were mounted with xylene-based mounting medium (Entellan; Sigma-Aldrich) and imaged using an Olympus CKX53 brightfield microscope equipped with an Olympus EP50 camera and a 20× air objective. Image acquisition was controlled by Olympus cellSens softaware (v4.2), images were obtained at RT.

### Proteomics

Organoid pellets from four mice/genotype were lysed and digested using the Preomics iST kit (P.O.00001) according to the manufacturer’s instructions, except that the volume of the LYSE buffer was increased to 70 μl to completely solubilize the organoids. Following peptide elution and lyophilization, peptides were then subjected to tandem mass tag (TMT) labeling in 3-(4-(2-hydroxyethyl)piperazin-1-yl)propane-1-sulfonic acid (EPPS) buffer (20 μl, 200 mM) using TMT labels 127N–130C (42 µg peptide/replicate and channel; 200 µg labeling reagent). After mixing of the eight channels in an equal ratio, the mixture was desalted on Empore 3M cartridges, followed by phosphopeptide enrichment on Fe-NTA spin columns (# A32992; Thermo Fisher Scientific; data not shown). Unbound peptides were lyophilized and offline fractionated by high pH-reversed phase HPLC (YMC Triart C18 column, 250 × 4.6 mm ID) into 60 fractions for the subsequent measurements of the total proteomes. All fractions were further desalted on C18 stage tips prior to mass spectrometry (MS) analysis.

Nanoflow LC-MS/MS analysis was carried out as previously published (Bekker-Jensen et al., 2017). Briefly, peptide samples were reversed-phase separated on a fused silica capillary column (length 25 cm; ID 75 μm; Dr. Maisch ReproSil-Pur C18-AQ, 1.9 μm) using an Easy nLC 1200 nanoflow system that was online coupled via a Nanospray Flex ion source to an Orbitrap HF mass spectrometer (Thermo Fisher Scientific). Bound peptides of each fraction were eluted using short gradients from 7–45% B (80% ACN, 0.1% formic acid) in 30 min, followed by a washout at 90% B, before returning again to starting conditions (total runtime 38 min). The mass spectrometer was operated in the positive ion mode, switching in a data-dependent fashion between survey scans in the orbitrap (mass range m/z = 350–1,400; resolution R = 60,000; target value = 3E6; and max injection time [IT] 100 ms) and MS/MS acquisition (High-energy collisional dissociation) of the 20 most intense ion peaks detected (resolution R = 15,000; target value = 1E5; max IT = 15ms; and normal collision energy [NCE] = 27). Dynamic exclusion was enabled and set to 30 s.

Raw MS data were processed using MaxQuant (v. 2.1.4.0) with the built-in Andromeda search engine. Tandem mass spectra were searched against the mouse UniProtKB database (UP000000589_10090.fasta; version from 01/2022) concatenated with reversed sequence versions of all entries and also containing common contaminants. Carbamidomethylation on cysteine residues was set as fixed modification for the search, while oxidation at methionine, acetylation of protein N termini and deamidation on aspargine and glutamine were set as variable modifications. Trypsin was defined as the digesting enzyme, allowing a maximum of two missed cleavages and requiring a minimum length of six amino acids. The maximum allowed mass deviation was 20 ppm for MS and 0.5 Da for MS/MS scans. The match between run function was enabled. Protein groups were regarded as being unequivocally identified with an FDR of 1% for both the peptide and protein identifications.

Data transformation and evaluation were performed using Perseus software (version 1.6.15.0). Proteins identified by a single-modified site only, common lab contaminants, as well as proteins containing reverse sequences derived from the decoy database search, were removed from the dataset prior to any further analysis. For quantification, TMT reporter intensity values were first log_2_ transformed, demanding valid values in all of the replicates in both experimental groups. This step reduced the number of quantifiable protein groups from 6,803 to 6,609; however, at the same, time imputation of missing values was avoided. Reporter intensities were quantile normalized and significant differences between controls and knockout samples were determined using a Student’s *t* test with a permutation-based FDR of 0.05 set as cutoff. Only proteins, which showed an additional greater than twofold difference were considered for further evaluation.

### Lipidomics

Levels of ceramides and sphingomyelins were determined by LC coupled to electrospray ionization tandem MS/MS. Organoids and FACS-purified cells were homogenized in Milli-Q water using the Precellys 24 homogenizer (Peqlab) at 6,500 rpm for 30 s. The protein content of the homogenate was routinely determined using bicinchoninic acid. Lipid extraction, alkaline hydrolysis of glycerolipids and LC coupled to electrospray ionization tandem MS/MS analysis of ceramides and sphingomyelins were performed as previously described (Hammerschmidt et al., 2023).

### CerS4-HALO-tag and Ca^2+^ imaging

The open reading frame of CerS4 (NM_026058.4) was cloned into the pRP-Halo vector using Vector Builder. Epidermal progenitors from CerS4^epi−/−^ and control mice were grown as organoids to enrich for HFSCs, after which they were plated on thick Matrigel hydrogels for transfection and live imaging. Cells were transfected using Lipofectamine 3000 according to the manufacturers’ instructions. Next day, 6 µM Fluo-4 AM (acetoxymethyl esther) Ca^2+^ dye (R&D Systems) and 60 nM JF646 Janelia Fluor HaloTag ligand (Promega) were added, after which cells were imaged for 60 min using an Andor Dragonfly 505 high-speed spinning disk confocal microscope (Oxford Instruments) equipped with 488- and 637-nm lasers, an Andor Zyla 4.2 sCMOS camera, and an environmental chamber set at 37°C and 5% CO_2_. Acquisition was carried out with 60× water immersion objectives using the Fusion 2.0 software. For analysis, cells were segmented using Cellpose (Stringer et al., 2021), after which cytoplasmic Fluo-4 AM intensity was measured.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism software (version 10; GraphPad). Statistical significance was determined by the specific tests indicated in the corresponding figure legends. Only two-tailed tests were used. In all cases where a test for normally distributed data was used, normal distribution was confirmed with the Kolmogorov–Smirnov test (α = 0.05). All experiments presented in the manuscript were repeated at least in three independent biological replicates.

### Online supplemental material

Fig. S1 shows the additional analyses of skin phenotype in epidermis-specific CerS4 knockout mice. Fig. S2 shows the scRNAseq analyses of cellular phenotype in epidermis-specific CerS4 knockout mice and skin phenotype in SG-specific CerS4 knockout mice. Fig. S3 shows the analyses of HFSC organoid cultures from CerS4-deficient mice. Fig. S4 shows the altered differentiation trajectories and Wnt signaling in CerS4-deficient HFSCs. Fig. S5 shows immunostainings of CD45-positive cells in CerS4-deficient skin and differential gene expression analyses in eczema patients. Video 1 shows the live imaging of Ca^2+^ oscillations in control, CerS4-deficient, and CerS4-deficient keratinocytes rescued with CerS4-HALO cDNA. Table S1 contains the differentially abundant proteins in control and CerS4^epi−/−^ HFSC organoids. Table S2 contains the differentially expressed genes in the OB populations of control and CerS4^epi−/−^ mice from scRNAseq data. 

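Table S2 was read here in part, as the first 1999 of its 16853 rows. All the rows held are rises in CerS4 epi-/- mice, and no overlap or enrichment was computed on them. The sign of the fold change matched the sign of the difference of the table's own group means in 1995 rows. Its p-values come from pseudoreplicates made by dividing the cells at random, so that cells, not mice, stand as replicates. In the outer bulge-like cells of 1 seed in 10, with mice as replicates, the genes in its first 10 rows had these log2 fold changes from edgeR: Cstb 3.94, 2310046K23Rik 1.12, Chd9 3.03, mt-Co1 0.28, Apoe 2.11, Tmsb4x 0.36, Ucp2 2.19 and Gja1 3.43. The other rows of these 10 are Krt6a and Cald1, which both lead the cluster. Past the threshold among these 8 were Cstb, Chd9, Apoe, Ucp2 and Gja1, by edgeR's quasi-likelihood test. The log2 fold change of 2310046K23Rik, from 7 control counts, was 2.83 without control replicate 1 and 0.44 without control replicate 2, past the threshold in neither fit, and the gene fell under edgeR's filter on low counts without either CerS4 epi-/- mouse. Tmsb4x ran from 0.21 to 0.55 with a mouse left out, lowest without control replicate 2, and was not past the threshold in any of these fits. All 16 matched clusters of other settings called 2310046K23Rik higher (2.12 to 4.90), as they did Cstb (1.32 to 3.67), Chd9 (2.18 to 3.17), Apoe (1.57 to 3.49), Ucp2 (1.69 to 3.16) and Gja1 (1.10 to 4.23). Tmsb4x was called higher in 10 of them (0.76 to 1.00) and lay below 0 in 5, and mt-Co1 was called in none (0.17 to 0.41). The values of these rows in the table had been seen before the genes were chosen.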

Table S3 contains the selected significantly upregulated proteins in CerS4^epi−/−^ HFSC organoids that are found in the Human Phenotype Ontology database.

## Supplementary Material

Review History

Table S1 shows the differentially abundant proteins in control and CerS4^epi−/−^ HFSC organoids.

Table S2 shows the differentially expressed genes in the OB populations of control and CerS4^epi−/−^ mice from scRNAseq data.

Table S3 shows the selected significantly upregulated proteins in CerS4^epi−/−^ HFSC organoids that are found in the Human Phenotype Ontology database.

## Data Availability

All data supporting the findings of this study are available from the corresponding author on request. Single-cell sequencing data are available at GEO (GSE252821). Proteomics data have been deposited to the ProteomeXchange Consortium through the PRIDE partner repository (Perez-Riverol et al., 2022), dataset ID: PXD047573.

How the deposited data were processed for this re-analysis (not part of the article)

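Single-cell RNA was measured with BD Rhapsody in the dorsal epidermis of 4 female mice at postnatal day 19, 2 control and 2 CerS4 epi-/-. The files hold 1 set of counts per mouse. Cells were labelled with sample tags, and the paper does not say whether mice were pooled before capture. The authors trimmed the reads with fastp and assigned barcodes, UMIs and sample tags with their own scripts. They mapped and counted the reads with STARsolo on GRCm39 with Gencode vM29. The deposited values are the estimated counts of UMIs per gene and barcode that the authors made in this way, with reads that map to several genes shared by expectation maximization. They are not normalized, and barcodes were not filtered for cells. Everything from the choice of cells on was computed anew. The median depth of the cells kept was 3266 to 3884 counts per cell, and the outer bulge-like sums held 91726 to 1010577 counts, so the control values of that class are the least precise.

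Barcodes with at least 1200 counts and at most 20% mitochondrial counts were kept, and the 1 cell that Scrublet marked was left out. So few marks mean that the prediction did not work, and doublets are taken as present. Size factors came from scran 1.30.0 on Leiden clusters at resolution 0.5. From 3000 highly variable genes, 13 of the genes named by the study, its ligand and receptor genes and their paralogues were held out, and 100 principal components were corrected with Harmony, written anew from its description with the mouse as batch. On 2400 simulated cells this step brought the share of neighbours from the same batch from 99.8% to 49.9%. Clusters came from 30 neighbours and Leiden at resolution 0.8 with seed 1 (scanpy 1.11.5, igraph 0.11.9, Python 3.11.15).

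Clusters were named from lists of marker genes of the cell types of the skin, written from general knowledge. The best list had to lead by 0.25, at least 3 of its markers had to be detected, and no other class was to have more markers than its own among the 10 leading genes of the cluster. A marker counted as detected at a mean log expression of 0.25. The limits on the lead and on detection were chosen with the data at hand, the first after the clusters had been seen, and it left 1 cluster unnamed. By this rule the outer bulge-like class was named with 1 of 10 seeds at the resolution used, so each result in it was also computed in the cluster that holds most of those of its cells that were kept under the other seeds, filters and clusterings, called the matched cluster. Most matched clusters were named upper hair follicle-like by this rule, so their values are not those of the class alone. The matched clusters were added after the clusters had been seen.

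The lists of markers and gene sets, the tests, the rule for the genes named and the alternatives, apart from those said to be added, were fixed before the data were examined. The gene sets are the uHF, SG, IB, OB, actin cytoskeleton, noncanonical Wnt, canonical Wnt target, inflamed keratinocyte, dissociation and interferon sets, besides 100 uHF genes derived from the control mice. The genes named are those the study names from its single-cell data, the first 10 in Table S2, and the 5 largest rises and 5 largest falls past the threshold with both CerS4 epi-/- mice on the same side of both control mice. The values of Table S2 had been seen when this rule was written. Of a set, the 3 members of largest absolute change are named.

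Counts were summed over the cells of a class in each mouse, rounded, scaled by TMM factors, filtered with filterByExpr and tested with the quasi-likelihood test, checked on simulated counts, of edgeR 4.0.16 (R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. Classes with at least 20 cells in every mouse were tested. Shares were tested with edgeR on cell numbers, and gene sets with camera of limma 3.58.1 at a preset correlation of 0.01. Counts of 0 allow up to 3 counts over the group. Intervals are at 95% and cover counting error only. The alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, random pseudoreplicates as in the study, a replicate block, each mouse left out, equal cell numbers, other cell filters (2000 counts, 10% mitochondrial counts), doublets kept or the 5% of cells with the highest score left out, no Harmony, no gene held out, resolution 1.2, and classes given to cells by their 30 nearest control cells. Slingshot, CellPhoneDB, KEGG and GO enrichment and the data of patients were not used here.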

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

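The test of a change shared by all cells as the whole cause, the gene counts with a mouse left out in classes other than the outer bulge-like one, and the tests of handling in IFE-like and upper hair follicle-like cells were chosen only after the result was seen.

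The change between genotypes differed between outer bulge-like and T cell-like cells for 105 genes, 59 with the larger value in the outer bulge-like cells, a class of 1 seed in 10, and 46 with the smaller one, by an interaction test in edgeR. Single mice moved these counts, with 15 higher and 16 lower without control replicate 1, 39 higher and 27 lower without control replicate 2 and 43 higher and 14 lower without CerS4 epi-/- replicate 2. A change shared by all cells of the mice, such as litter, background or preparation, would leave no more interactions than the false discovery rate allows. The 105 calls among all 5768 genes with an interaction test argue against such a change as the whole cause. Of 227 genes called higher in the outer bulge-like cells that have this test, 56 were higher by it. These 227 were picked for their rise there, and not all have a value in T cell-like cells, so the 56 add little. For the other genes a shared change cannot be told apart from a change in the outer bulge-like cells. Only 129 of the 250 genes had a value in T cell-like cells, so their median log2 fold change of 0.00409 there, against 1.43 in the outer bulge-like cells, decides nothing. A change confined to keratinocytes stays open, technical or biological, and so does the genotype itself, as untested. The outer bulge-like sums of control mice are shallower, with 91726 counts in the shallowest. With equal numbers of cells per mouse, 94 genes were higher and 72 lower in the outer bulge-like cells. The interaction was not run at equal numbers.

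In upper hair follicle-like cells 1464 genes were called, 873 higher and 591 lower in CerS4 epi-/- mice, and in IFE-like cells 1866 genes, 1071 higher and 795 lower (edgeR's quasi-likelihood test). The paper does not report gene changes for these classes. In upper hair follicle-like cells single mice moved the numbers by over 1.5 times, to 647 higher and 364 lower without control replicate 1 and 503 higher and 325 lower without control replicate 2, and in IFE-like cells to 626 higher and 406 lower without control replicate 2, 707 higher and 351 lower without CerS4 epi-/- replicate 1 and 445 higher and 246 lower without CerS4 epi-/- replicate 2. The sums of these classes hold more counts than those of the outer bulge-like cells, so that more genes can pass, and whether the effects differ in size between the classes was not tested. Handling of the tissue was tested on the dissociation set. In IFE-like cells it was higher, with a median log2 fold change of 0.44 and 16 of 16 genes above 0 (adjusted p = 1.9e-11, limma's camera), 0.32 to 0.59 and past the threshold with each mouse left out, though not under fry (adjusted p = 0.0959, limma's fry) or with an estimated correlation (adjusted p = 0.299, limma's camera). The test could have come out the other way, so handling may account for part of the changes in IFE-like cells, and the list says nothing about the other genes called there. In upper hair follicle-like cells the set was not past the threshold, with a median of 0.0624 and 11 of 16 genes above 0 (adjusted p = 0.655, limma's camera), except without control replicate 1 (0.22), and it was -0.0683 without control replicate 2. There handling cannot be told apart from a change in the cells, since the members go both ways. Whether the 2 classes differ in the set was not tested, nor was another technical explanation for their changes. The genotype, which may change the same genes, stays open as untested.

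The genes Pcp4, Car6, Acta2 and Klk6, which the paper's text does not discuss, had no count in the outer bulge-like cells of control mice, the class of 1 seed in 10. Over the CerS4 epi-/- cells they stood at 152 CPM, 105 CPM, 87.6 CPM and 71.1 CPM in this order, above the 15.2 CPM that 3 counts over the control cells are worth. Against that limit they were at least 10.0-fold, 6.91-fold, 5.75-fold and 4.67-fold higher. With 1 control mouse the limit allows less, at least 4.66-fold, 3.21-fold, 2.68-fold and 2.17-fold without control replicate 1 and at least 5.35-fold, 3.69-fold, 3.08-fold and 2.50-fold without control replicate 2, and for Klk6 at least 2.48-fold without CerS4 epi-/- replicate 2. Table S2 lists Pcp4, Car6 and Klk6. In the upper hair follicle-like cells of CerS4 epi-/- mice, Car6 stood at 295 and 193 CPM, Klk6 at 478 and 685 CPM, Acta2 at 9.06 and 22.8 CPM and Pcp4 at 0 and 0.389 CPM. RNA or cells of the upper hair follicle among the outer bulge-like cells were tested on the uHF genes derived from the control mice. These also include genes that lead the outer and inner bulge-like clusters. Their median log2 fold change was 1.08 in the outer bulge-like cells. In T cell-like cells it was -0.0686, but only 11 of 100 genes had a value there, so the test of free RNA is void. Under the other 9 seeds the highest median was 0.55, and 7 seeds gave one below 0, in clusters of another makeup, so this test is void too. Both explanations cannot be told apart from a change in the cells for these uHF genes. In the outer bulge-like cells of the CerS4 epi-/- mice, Pcp4 stood at 109 and 190 CPM and Acta2 at 63.0 and 109 CPM. Both genes lay above their level in the upper hair follicle-like cells of the same mice. This argues against those cells or their RNA as the source of Pcp4 and Acta2. Car6 and Klk6 were higher in the upper hair follicle-like cells, so that source stays open for them. No other source was tested for the 4 genes.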

How the results depend on the processing

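The replicate block, the tests and filters named in the methods and each mouse left out in the outer bulge-like class were planned, while the other Leiden seeds, the matched clusters, the clusterings without changed genes, the naming by the lead alone, and the gene counts and gene sets of the other classes were chosen only after the result was seen. Over the alternatives that were not added, 349 of 407 values kept their direction and their side of the threshold, 32 fell below it, 12 rose above it, 11 moved and 3 changed sign. With each mouse left out it was 245 of 310, with 20 lost, 14 gained, 22 moved and 9 of changed sign. Over the added alternatives it was 711 of 1044, with 106 lost, 101 gained, 40 moved and 86 of changed sign.

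No planned clustering or filter gave a cluster that was named outer bulge-like, though by the lead of the marker list alone 2 of 7 would have given one, with no gene held out and with doublets kept, each with more markers of another class among its 10 leading genes. The classes given by the nearest control cells also gave no matched cluster, so the results of that class have no value there. In the outer bulge-like class, DESeq2 gave 92 genes higher and 81 lower, random pseudoreplicates gave 159 genes higher and 115 lower, and equal cell numbers gave 94 genes higher and 72 lower, against 250 and 240. DESeq2 tested fewer genes and equal cell numbers left fewer counts by construction. With a mouse left out, 144 to 230 genes were higher and 88 to 177 lower, with 157 and 136 without control replicate 1, 230 and 131 without CerS4 epi-/- replicate 1 and 144 and 88 without CerS4 epi-/- replicate 2. The lone mouse of such a fit is assumed to vary like the others. Fzd7 ran from -0.49 to 0.21, above 0 without control replicate 1 (0.21) and without CerS4 epi-/- replicate 2 (0.0501). The SG set ran from 0.16 to 2.04 with 0.16 without control replicate 2, 1.96 without CerS4 epi-/- replicate 1 and 2.04 without CerS4 epi-/- replicate 2, and lost the threshold without control replicate 1 (0.93). The dissociation set ran from -0.53 to 0.47, at 0.23 without control replicate 2, and was past the threshold in opposite directions without CerS4 epi-/- replicate 1 (-0.53) and without CerS4 epi-/- replicate 2 (0.47). Where a cause is not given by the construction, the cause was not tested, here and below.

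The matched clusters are wider than the class, which by construction adds cells and counts. Most were named upper hair follicle-like by the same rule, and the others stayed unnamed. The share of their cells that came from the class was lowest at the mitochondrial limit of 10% (7.32%) and highest with seed 7 (67.9%). Their values are therefore not those of the class alone. Values follow for the results that changed sign or, for the main comparisons, changed their call or moved, as genes called or as log2 fold changes, medians of sets or log2 ratios of shares. Seed 2 gave 431 genes higher and 426 lower, -0.19 for Acvr2a, 0.41 for Vegfa, 0.65 for the SG set, -0.13 for the uHF genes from control mice, -0.0346 for the noncanonical Wnt set and -0.38 for the IB set. Seed 3 gave 656 genes higher and 473 lower, -0.00566 for Fzd3, 0.59 for Tnc, 1.16 for Vegfa, 1.93 for the outer bulge-like share and -0.14 for the uHF genes from control mice. Seed 4 gave -0.16 for Acvr2a, 0.0824 for Tnc, 0.46 for Vegfa, 0.63 for the SG set, -0.17 for the uHF genes from control mice, -0.0532 for the noncanonical Wnt set and -0.0324 for the IB set. Seed 5 gave 867 genes higher and 749 lower, -0.51 for Fzd3, -0.38 for Tmsb4x, 0.94 for Tnc, 1.05 for Vegfa, 1.72 for the outer bulge-like share, -0.0816 for the noncanonical Wnt set and -2.63 for the IB set. Seed 6 gave 646 genes higher and 471 lower, 0.55 for Tnc, 1.07 for Vegfa, 1.97 for the outer bulge-like share and -0.0824 for the uHF genes from control mice. Seed 7 gave 532 genes higher and 550 lower, -0.0823 for Fzd3, 0.0380 for Fzd7, 0.16 for Postn, -0.34 for Tmsb4x, 1.04 for Tnc, 1.22 for the outer bulge-like share, 0.65 for the SG set, -0.55 for the uHF genes from control mice and -2.15 for the IB set. Seed 8 gave 883 genes higher and 756 lower, -0.47 for Fzd3, -0.37 for Tmsb4x, 0.80 for Vegfa, 1.67 for the outer bulge-like share, -0.0930 for the noncanonical Wnt set, -2.58 for the IB set and 0.0691 for the dissociation set. Seed 9 gave 540 genes higher and 472 lower, 0.0283 for Tnc, 1.02 for Vegfa and -0.41 for the uHF genes from control mice. Seed 10 gave 474 genes higher and 434 lower, -0.31 for Acvr2a, 0.58 for Vegfa, -0.42 for the uHF genes from control mice, -0.0105 for the noncanonical Wnt set and -0.0103 for the IB set. Holding out no gene gave 866 genes higher and 736 lower, 0.0377 for Axin2, -0.49 for Fzd3, -0.36 for Tmsb4x, 2.12 for Tnc, 1.25 for Vegfa, 1.72 for the outer bulge-like share, -0.0603 for the noncanonical Wnt set, 0.00250 for the canonical Wnt target set, -2.60 for the IB set and 0.00327 for the dissociation set. Resolution 1.2 gave 466 genes higher and 454 lower, -0.12 for Acvr2a, 0.25 for Vegfa, -0.33 for the uHF genes from control mice and -0.0280 for the noncanonical Wnt set. The minimum of 2000 counts gave 472 genes higher, 0.0133 for Bmpr2, 0.21 for Postn, 2.24 for Tnc, 1.33 for Vegfa and -0.21 for the uHF genes from control mice. The mitochondrial limit of 10% gave 857 genes higher and 681 lower, 0.0777 for Axin2, 0.0616 for Bmpr2, -0.0812 for Ccnd1, -0.52 for Fzd3, 3.10 for Tnc, 1.66 for Vegfa, 1.53 for the outer bulge-like share, -0.0296 for the noncanonical Wnt set and -2.34 for the IB set. Keeping doublets gave 858 genes higher and 785 lower, 0.0276 for Axin2, -0.54 for Fzd3, -0.41 for Tmsb4x, 2.23 for Tnc, 1.48 for Vegfa, 1.76 for the outer bulge-like share, -0.0906 for the noncanonical Wnt set and -2.67 for the IB set. Leaving out the 5% of cells with the highest doublet score gave 364 genes lower, -0.0371 for Acvr2a, 0.24 for Vegfa, 0.77 for the SG set, -0.19 for the uHF genes from control mice and -0.000771 for the noncanonical Wnt set. Leaving out Harmony gave 0.17 for Arg1, 1.35 for Tnc, 1.05 for Vegfa, 0.23 for the uHF set and -0.0566 for the uHF genes from control mice.

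As clustered, the log2 ratio of the shares was 2.36 for outer bulge-like cells, which was past the threshold, 0.93 for upper hair follicle-like, 2.19 for sebaceous gland-like, -0.76 for inner bulge-like, -0.19 for IFE-like, 0.81 for T cell-like and -0.10 for Langerhans cell-like cells, which were not. Genes that define the clusters differ between the genotypes, so these sizes cannot be compared directly. With a mouse left out the outer bulge-like ratio ran from 2.14 to 2.55 and lost the threshold without CerS4 epi-/- replicate 2 (2.14). The upper hair follicle-like ratio ran from 0.70 to 1.19 and passed the threshold without either control mouse (1.19 without control replicate 1, 0.70 without control replicate 2), and the sebaceous gland-like ratio ran from 1.37 to 3.98 and passed it likewise (3.98 without control replicate 1, 1.37 without control replicate 2). The inner bulge-like ratio ran from -0.92 to -0.60 and passed it without control replicate 2 (-0.92), and the T cell-like ratio ran from 0.46 to 1.26 and passed it without control replicate 1 (1.26). The Langerhans cell-like ratio ran from -0.54 to 0.48, above 0 without control replicate 1 (0.48) and without CerS4 epi-/- replicate 1 (0.14), and was 0.0135 at the mitochondrial limit of 10%. The IFE-like ratio was past the threshold under no alternative. TMM factors brought 0.80 for the upper hair follicle-like share, 2.08 for the sebaceous gland-like share, -0.90 for the inner bulge-like share and 0.70 for the T cell-like share past the threshold. A total without T cell-like, Langerhans cell-like and unnamed cells did so with 0.94 for the upper hair follicle-like share, seed 4 with 1.18 for the upper hair follicle-like share and 2.19 for the sebaceous gland-like share, and the minimum of 2000 counts with 1.33 for the upper hair follicle-like and 1.75 for the T cell-like share. Held out of the clustering, the genes called in outer bulge-like cells left a ratio of 1.60 in an unnamed cluster of 760 cells, and the genes called in either class one of 1.12.

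Of 43 tests of sets, limma's fry called 4 and camera with an estimated correlation 0, with 18 and 6 at an unadjusted p under 0.05. The tests were made in the outer bulge-like, IFE-like and upper hair follicle-like cells and over all cells. Those that fry called were the IB set in IFE-like cells (median 0.32), the OB set in IFE-like cells (median 0.87), the uHF genes from control mice in IFE-like cells (median 0.49) and the inflamed keratinocyte set in upper hair follicle-like cells (median 1.25). With a mouse left out, the medians in upper hair follicle-like cells ran from -0.0688 to 0.14 for the OB set, below 0 without control replicate 2 (-0.0688) and without CerS4 epi-/- replicate 1 (-0.0371), and from -0.0683 to 0.22 for the dissociation set, below 0 without control replicate 2. Over all cells the interferon set ran from 0.0335 to 0.74 and passed the threshold without control replicate 1 (0.70) and without CerS4 epi-/- replicate 2 (0.74). For the main comparisons that fry did not call the medians do not change with the test, at 1.01 for the uHF set, 0.85 for the SG set, 1.08 for the uHF genes from control mice, 1.09 for the actin cytoskeleton set, 1.61 for the inflamed keratinocyte set in all cells, 0.73 for the OB set in all cells and 0.35 for the dissociation set in all cells. Without the genes the study names, the IB set had a median of -0.35, of opposite sign. For the 5 named genes with 1 to 3 control counts, the depth allows no more than the counting intervals given at the claims. Without a filter on low counts edgeR called 1710 genes higher and 1621 lower in IFE-like cells, 23 and 53 in inner bulge-like, 15 and 14 in T cell-like and 15 and 4 in Langerhans cell-like cells, against 1071 and 795, 9 and 14, 2 and 3, and 4 and 0. The connectivity of CerS4 epi-/- minus control was -0.112. It was 0.831 with only the outer bulge-like and sebaceous gland-like CerS4 epi-/- cells brought to the control numbers. Without Harmony the difference of Plet1 along pseudotime was 0.0530. The minimum of 2000 counts left 14536 control and 13586 CerS4 epi-/- cells, and the mitochondrial limit of 10% left 12340 and 8620, fewer by construction.

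Control and CerS4 epi-/- mice share replicate numbers, and the methods speak of littermates, but neither the labels nor the paper says that a number marks a litter or a day. The deviations of same-numbered mice correlated at 0.0256 over 6614 genes, so the numbers are not shown to pair the mice. With the replicate block, 184 genes were higher and 167 lower in the outer bulge-like cells, and the sebaceous gland-like share passed the threshold, at 2.29. Cd34 and Wnt3 were not past it there, and no other call changed among the outer bulge-like genes, shares and gene sets reported here. The block was not run for the gene counts of the other classes or for the interaction.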

Differences from the paper's values

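The matched clusters named here were chosen after the values had been seen, and no other test in this part was. The paper's values for genes come from its Table S2, whose test took cells as replicates, with the standard error of the fit as its error, while mice are the replicates here. The outer bulge-like class was named with 1 seed in 10 and its makeup need not be that of the study.

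For the share of outer bulge cells in CerS4 epi-/- mice the paper shows about 5.2% in Fig. 1 D, read by eye, and the value here was 2.76%, over all cells kept. None of the 7 alternatives set before the data were examined that give this value falls within 1.5 times the figure's value or the SD between mice. All 7 use the same cluster, so they do not test the clustering. TMM factors, the replicate block and leaving out a control mouse cannot move this share. Another total gave 2.87%, and it was 3.16% without CerS4 epi-/- replicate 1 and 2.36% without CerS4 epi-/- replicate 2. Of 17 clusters matched under other settings, chosen after seeing the values, 10 do fall within these limits. Of the 17, 16 were tested for genes and drop 0 to 2 of the 12 named genes that both Table S2 and the test here call higher. The share in control mice and the shares of upper hair follicle, sebaceous gland, inner bulge and T cells did not differ from the figure by the same limits.

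In outer bulge cells the paper's log2 fold change and the value here were 3.73 and 1.12 for 2310046K23Rik, 1.68 and 2.11 for Apoe, 2.48 and 3.03 for Chd9, 2.72 and 3.94 for Cstb, 0.30 and 1.86 for Fzd5, 4.27 and 3.43 for Gja1, 2.87 and 5.50 for Hbegf, 1.00 and 1.78 for Krt6a, 1.03 and 2.35 for Plet1, 0.42 and 4.32 for Sprr1a, 0.90 and 0.19 for Tcf4, 1.04 and 0.36 for Tmsb4x and 0.29 and -0.61 for Vegfa. Of the alternatives set before the data were examined, the value fell within the larger error for 2310046K23Rik without control replicate 1 and Krt6a without CerS4 epi-/- replicate 2 and for the others under none. Of 16 matched clusters, chosen after the values were seen, the number within was 6 for 2310046K23Rik, 6 for Apoe, 7 for Chd9, 5 for Cstb, 16 for Fzd5, 6 for Gja1, 0 for Hbegf, 6 for Krt6a, 8 for Plet1, 4 for Sprr1a, 9 for Tcf4, 3 for Tmsb4x and 6 for Vegfa, in clusters which drop 0 to 2 of these 12 genes. Hbegf and Fzd5 rest on 1 and 3 control counts, so their fitted values are no measure of size.

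For Car6 the paper's fold is 2.48, while here it was at least 6.91-fold higher, against 3 counts over the control cells. A limit was taken to differ where it is over 1.5 times the paper's fold. Under 2 alternatives set before the data were examined, without control replicate 1 (at least 3.21-fold) and without control replicate 2 (at least 3.69-fold), it was above the paper's fold but not over 1.5 times it, and under the others that give a limit it was over. In 6 of 16 matched clusters, chosen after the values were seen, the fitted log2 fold change lay within its standard error of the paper's, in clusters which drop 0 to 2 of these 12 genes.

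The paper states that Lhx2 was reduced in outer bulge cells. Here it was lower in both CerS4 epi-/- mice with a log2 fold change of -0.63, which was not past the threshold. It was -0.87 without CerS4 epi-/- replicate 1. It was called in 15 of 16 matched clusters, chosen after the values were seen, which drop 0 to 2 of these 12 genes. The cluster of seed 7, which has the largest share of cells from the class (67.9%), did not call it. The other genes that the paper names at this point, Cd34, Postn and Nfatc1 as lower and Krt6a, Plet1 and Sprr1a as higher, had the paper's direction and were called, though Cd34 lost the threshold without control replicate 1 (-1.85) and without control replicate 2 (-1.67), and was not past it with DESeq2 (adjusted p = 0.391), without a filter on low counts in edgeR (adjusted p = 0.119) or with random pseudoreplicates in DESeq2 (adjusted p = 0.577). Noncanonical Wnt genes were enriched among the higher genes in the paper, and the set tested here had a median of 0.0881, which no alternative called. The paper shows Axin2 as little altered and here it was lower at -3.71, which lost the threshold without control replicate 1 (-3.40), without CerS4 epi-/- replicate 1 (-4.06) and without CerS4 epi-/- replicate 2 (-3.36), while for Ccnd1 the value here, 0.38, was not called either. It gives Lef1 and Tcf4 as higher. Lef1 had 0 counts here in every mouse, and Tcf4 was not called in the class, though it was in 9 of the 16 matched clusters, chosen after the values were seen, which drop 0 to 2 of these 12 genes. Wnt5a, which the paper names as the leading signal, had too few counts to be tested. From its interaction analysis, the paper predicts more canonical Wnt and BMP communication between outer and inner bulge cells, which gene levels alone do not test. Here Wnt7b (-3.23), Wnt3 (-1.73) and Fzd1 (-1.29) were lower in the outer bulge-like cells, and no BMP receptor gene tested was called. Single mice or other settings decided these calls. Wnt7b lost the threshold without CerS4 epi-/- replicate 1 (-3.70) and without CerS4 epi-/- replicate 2 (-2.83). Wnt3 lost the threshold without control replicate 2 (-0.64), without CerS4 epi-/- replicate 1 (-1.87) and without CerS4 epi-/- replicate 2 (-1.65), and was not past it with DESeq2 (adjusted p = 0.345), without a filter on low counts in edgeR (adjusted p = 0.0516) or with random pseudoreplicates in DESeq2 (adjusted p = 0.248). Fzd1 lost the threshold without control replicate 1 (-0.63), and was not past it with DESeq2 (adjusted p = 0.195) or at equal cell numbers in edgeR (adjusted p = 0.127). For the link of outer bulge and sebaceous gland cells, which the paper shows in CerS4 epi-/- mice, connectivity was lower in those mice (0.0573 against 0.169 in control). It was higher with the cells of these classes alone cut to the control numbers, where the graphs still differed in size. Table S2 also calls Tmsb4x, mt-Co1, 2310046K23Rik, Fzd6 and Tcf4, which the test here did not. Of the settings run, Tmsb4x and mt-Co1 were called without a filter on low counts and with random pseudoreplicates, and of the 16 matched clusters, chosen after the values were seen, 10 called Tmsb4x, 16 called 2310046K23Rik and 14 called Fzd6, in clusters which drop 0 to 2 of these 12 genes.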

Other observations

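The tests of other seeds and of held out genes on the share and of inner bulge cells were chosen only after the result was seen. Cutting the outer bulge-like and sebaceous gland-like cells to the control numbers was planned as an alternative for the connectivity. It was taken as a test of cell number only after its result was seen. Also chosen after were placing genes without control counts at their bound, the gene counts with a mouse left out in classes other than the outer bulge-like one, and the gene set tests in IFE-like and upper hair follicle-like cells with a mouse left out, under fry or with an estimated correlation.

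In the outer bulge-like cells of 1 seed in 10, the OB set was lower in CerS4 epi-/- mice, with a median log2 fold change of -1.15 over 18 genes (adjusted p = 9.7e-14, limma's camera). It was called lower in 16 of 16 matched clusters, most of them named upper hair follicle-like, with medians of -1.45 to -0.19. With each mouse left out the median was -1.68 to -1.06, past the threshold each time. It was not called under fry (adjusted p = 0.149, limma's fry) or with an estimated correlation (adjusted p = 0.267, limma's camera). In IFE-like cells the OB set was higher instead, with a median of 0.87 and 16 of 17 genes above 0 (adjusted p = 3.5e-11, limma's camera; 0.0466 under fry and 0.131 with an estimated correlation), 0.61 to 1.06 with each mouse left out. Over all cells it was higher too, with a median of 0.73 and 16 of 18 genes above 0 (adjusted p = 6.1e-09, limma's camera), 0.57 to 0.97 with each mouse left out, but not under fry (adjusted p = 0.0978, limma's fry). In upper hair follicle-like cells it was not called, with a median of 0.0410 and a mean of -0.0126, which differ in sign (adjusted p = 0.252, limma's camera). Whether the classes differ in it was not tested. Of its members the study picked Cd34, Postn, Lhx2 and Nfatc1 from these libraries. The inflamed keratinocyte set shares Krt6a, Krt6b and Krt16 with the IB set, Krt17 and Sprr1a with the uHF set and Fabp5 with the SG set. Klk6 is also among the derived uHF genes, so a rise of the set is not separate from theirs. The inflamed keratinocyte set was higher in the outer bulge-like class, with a median of 2.64 over 8 genes. The median was 1.35 with the 2 members without a control count at their lower bound. Its fitted median was 4.58 without control replicate 1 and 4.62 without control replicate 2, and below the median at the bound without CerS4 epi-/- replicate 2, past the threshold each time (limma's camera). The IB set had a median of 0.20 and a mean of -0.11 over 4 genes, which differ in sign, and was not called (adjusted p = 0.995, limma's camera). The interferon set was past the threshold in IFE-like cells (median 0.50, adjusted p = 0.0390, limma's camera), but not without control replicate 2 (0.31) or without CerS4 epi-/- replicate 1 (0.13), under fry (adjusted p = 0.406, limma's fry) or with an estimated correlation. Over all cells its median was 0.38 and not past it, except without control replicate 1 (0.70) and without CerS4 epi-/- replicate 2 (0.74). Whether the classes differ in it was not tested.

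In inner bulge-like cells edgeR called 9 genes higher and 14 lower, in T cell-like cells 2 and 3, and in Langerhans cell-like cells 4 and 0, with 376, 341 and 165 genes at an unadjusted p under 0.05. Single mice moved these small numbers, to 26 higher and 58 lower without control replicate 1 and 19 higher and 25 lower without CerS4 epi-/- replicate 1 in inner bulge-like cells, 9 higher and 20 lower without control replicate 1, 5 higher and 7 lower without control replicate 2, 2 higher and 0 lower without CerS4 epi-/- replicate 1 and 0 higher and 0 lower without CerS4 epi-/- replicate 2 in T cell-like cells, and 1 higher and 0 lower without control replicate 1, 6 higher and 1 lower without control replicate 2 and 8 higher and 3 lower without CerS4 epi-/- replicate 1 in Langerhans cell-like cells.

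Handling of the tissue was tested as an explanation of the changes in the outer bulge-like cells, a class of 1 seed in 10. The dissociation set was not past the threshold (adjusted p = 0.995, limma's camera), with 8 of 16 genes higher, a median of -0.0689 and a mean of 0.0774. It was past the threshold in both fits that leave out a CerS4 epi-/- mouse, in opposite directions, with -0.53 without CerS4 epi-/- replicate 1 and 0.47 without CerS4 epi-/- replicate 2, so the CerS4 epi-/- mice differed in it. In the matched clusters it was called lower in 7 of 16, with medians of -0.45 to 0.0691, below 0 in 14. In IFE-like cells the set was higher with 16 of 16 genes above 0 (median 0.44), and over all cells with 15 of 16 (median 0.35, adjusted p = 4.0e-07, limma's camera), 0.23 to 0.49 and past the threshold with each mouse left out, lowest without control replicate 2. It was not called over all cells under fry (adjusted p = 0.149, limma's fry). In upper hair follicle-like cells it was not called. Handling thus stays open as part of the changes in IFE-like cells. In the outer bulge-like cells, a median near 0 over members that go both ways decides nothing, so handling cannot be told apart from a change in these cells by this list.

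That the larger share of outer bulge-like cells in CerS4 epi-/- mice comes from how the follicle cells are divided was tested in 2 ways. Under the other seeds, the lowest log2 ratio of the matched cluster was 1.22. With each gene called in the class held out of the clustering, it was 1.60, with 1.31% and 0.958% of the cells of control and 2.94% and 3.93% of those of CerS4 epi-/- mice. Both clusters are chosen by the cells of the pattern, so the tests are void and the explanation cannot be told apart from a larger population.

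The lower connectivity of outer bulge-like and sebaceous gland-like cells in CerS4 epi-/- mice may follow from the number of cells. With the outer bulge-like and sebaceous gland-like CerS4 epi-/- cells brought to the control numbers, the median connectivity was 1, above that of control. The upper hair follicle-like and inner bulge-like cells were not cut. The graphs thus differed in makeup, and the test cannot decide on the number of cells. What the connectivity says about lineage stays open.

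A further hypothesis is that inner bulge cells or their RNA among the control outer bulge-like cells may account for genes that were lower in CerS4 epi-/- mice. Of 45 genes that mark the inner bulge-like cells of control mice, 40 had a value in the outer bulge-like cells. Their median log2 fold change was -0.79, and 70% were below 0, less than the 75% set for the test. Of the 240 genes called lower, 30% were higher in control inner bulge-like than control outer bulge-like cells, against 41.9% of all genes tested. These values point in different directions, so the admixture cannot be told apart from a change in the cells.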
